# CHD8 regulates gut epithelial cell function and affects autism-related behaviors through the gut-brain axis

**DOI:** 10.1038/s41398-023-02611-2

**Published:** 2023-10-02

**Authors:** Ipsita Chatterjee, Dmitriy Getselter, Nasreen Ghanayem, Ram Harari, Liron Davis, Shai Bel, Evan Elliott

**Keywords:** Molecular neuroscience, Autism spectrum disorders

## Abstract

Autism is a neurodevelopmental disorder characterized by early-onset social behavioral deficits and repetitive behaviors. Chromodomain helicase DNA-binding protein (CHD8) is among the genes most strongly associated with autism. In addition to the core behavioral symptoms of autism, affected individuals frequently present with gastrointestinal symptoms that are also common among individuals harboring mutations in the gene encoding CHD8. However, little is known regarding the mechanisms whereby CHD8 affects gut function. In addition, it remains unknown whether gastrointestinal manifestations contribute to the behavioral phenotypes of autism. The current study found that mice haploinsufficient for the large isoform of *Chd8* (*Chd8L*) exhibited increased intestinal permeability, transcriptomic dysregulation in gut epithelial cells, reduced tuft cell and goblet cell counts in the gut, and an overall increase in microbial load. Gut epithelial cell-specific *Chd8* haploinsufficiency was associated with increased anxiety-related behaviors together with a decrease in tuft cell numbers. Antibiotic treatment of *Chd8L* haploinsufficient mice attenuated social behavioral deficits. Together, these results suggest Chd8 as a key determinant of autism-related gastrointestinal deficits, while also laying the ground for future studies on the link between GI deficits and autism-related behaviors.

## Introduction

Autism is a neurodevelopmental disorder characterized by early-onset social behavioral deficits and repetitive behaviors [1]. In addition to these core symptoms, gastrointestinal (GI) symptoms, such as constipation, bloating, abdominal pain and diarrhea [2], are common among individuals with autism [3], with a positive correlation found between the degree of GI disturbances and severity of autism [4, 5] Constipation, for example, affects an estimated 20-33.9% of these patients [6]. In addition, many studies have reported on changes in the composition of the gut microbiome in both patients [7–9] and in animal models of autism [10]. In one study, an estimated 43% of individuals with autism exhibited abnormal intestinal permeability [11], which aligned with a report published by De Magistris et al. that found that autistic individuals (36.7%) and their relatives (21.2%) were more likely to exhibit abnormal intestinal permeability as compared with typically developing subjects (4.8%) [12]. Differences in intestinal permeability can be a direct result of changes in mucus secretion and/or the thickness of the mucus layer, which serves as a critical barrier between luminal antigens and host tissues. Gut epithelial cells are primarily responsible for maintaining proper permeability and mucus production, the latter of which is mediated by the goblet cells [13].

Chromodomain helicase DNA-binding protein (*CHD8*) is one of the genes most strongly associated with autism [14]. Several studies have reported links between various severe *CHD8* mutations and the incidence of autism [15–18]. Encoded on chromosome 14q11.2, CHD8 is a chromatin-remodeling factor [19] that binds to β catenin [20] and regulates the Wnt signaling pathway [21]. Wnt signaling is an intracellular pathway involved in many processes and has specifically been implicated in the regulation of proliferation during neurodevelopment [22]. Nearly 80% of patients harboring *CHD8* mutations have also been found to suffer from gastrointestinal disturbances, with 60% reporting constipation. Bernier et al. found that downregulation of *CHD8* expression in zebrafish results in slower gastrointestinal motility and reduced post-mitotic enteric neuron counts [15].

Despite these intriguing reports, little is known about the direct molecular link between CHD8 and gut function. Furthermore, it remains to be determined if changes in gut function impact autism-associated behaviors. To address this knowledge gap, this study employed a mouse model harboring the heterozygous knockout of the large isoform of CHD8 (CHD8L). While a complete *Chd8L* knockout has been reported to be lethal, Katayama et al. [23]. found that *Chd8L*^+/−^ mice exhibited increased brain weight and brain volume relative to control mice, consistent with macrocephaly observed in autistic individuals with *CHD8* mutations [15]. *Chd8L*^+/−^ mice also presented with anxiety-like behaviors and social interaction deficits, as manifested by a reduction in the duration of active contact relative to controls. In parallel, they exhibited shorter intestines and slower GI motility [23]. The current study sought to compare functional, cellular and molecular characteristics of the gut of *Chd8L*^+/−^ vs. wild type (WT) mice, and to assess the possibility of a link between changes in GI signatures and the anxiety-like behavior that arises as a consequence of *Chd8* haploinsufficiency.

## Results

### Increased gut permeability in *Chd8L*^+/−^ mice

Before exploring the relationship between CHD8 and GI function, the *Chd8L*^+/−^ experimental model was first validated. Immunohistochemical staining confirmed that CHD8 protein levels were reduced in the GI tract of *Chd8L*^+/−^ mice relative to WT controls (Fig. 1A). In *Chd8L*^+/−^ mice, exons 11–13 of the *Chd8* gene are deleted. Real-time PCR analyses measured a significant downregulation of *Chd8* exons 11–13 (Fig. 1B) in the gut epithelial cells of *Chd8L*^+/−^ mice as compared with WT controls. In parallel, gut epithelial cells of the haploinsufficient mice exhibited increased expression of *Chd8* exon 1 (Supplementary Fig. 1A), suggestive of an attempt to compensate for the loss of CHD8L.

**Fig. 1:**
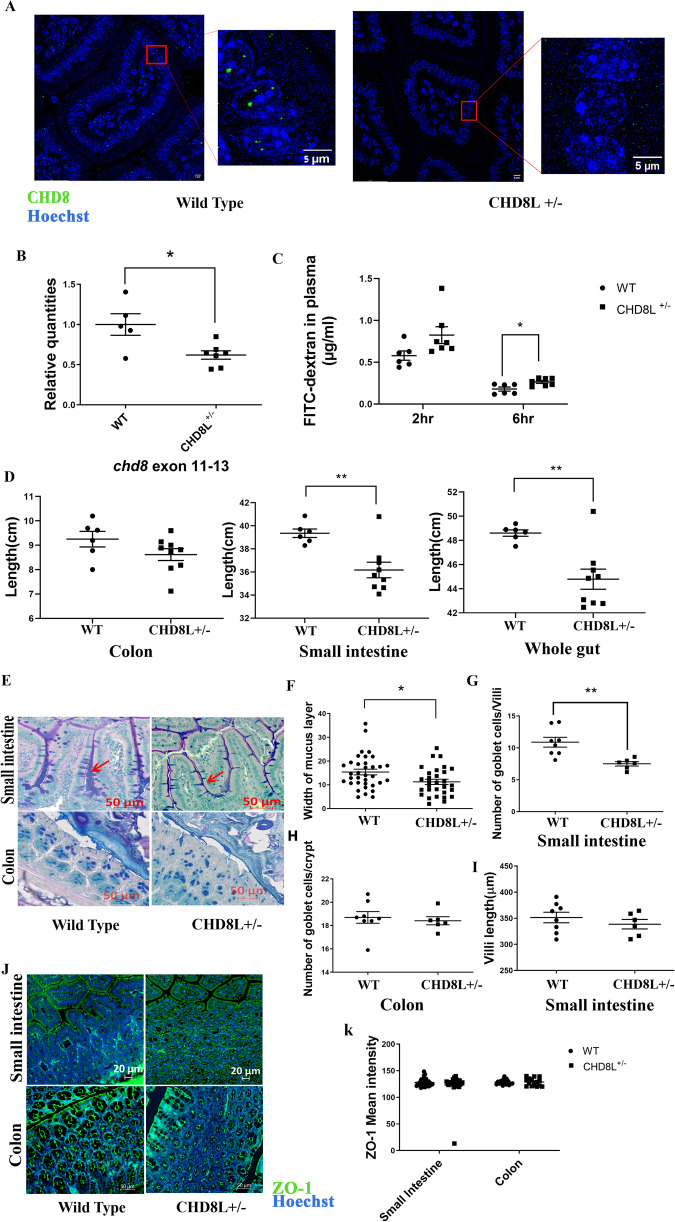
Functional and morphological analysis of gut epithelial layer in *Chd8L* +*/*− mice. **A** Representative images of CHD8 staining (green) in wild type (WT) and *Chd8L*^+/−^ gut epithelial layer. Hoechst dye (blue) was applied as a nuclear counterstain. The magnified area is marked with a red box. **B** Real-time PCR analyses of *Chd8* exons 11–13, revealing a reduction in relative Chd8 levels in *Chd8L*^+/−^ mice (*p < 0.05, two-tailed unpaired t-test; WT: *n* = 5, *Chd8L*^+/−^: *n* = 7). **C** Plasma FITC-dextran levels measured 2 h and 6 h post-gavage (*p < 0.05; WT: *n* = 10, *Chd8L*^+/−^: *n* = 15). **D** Colon, small intestine and whole-gut lengths of WT (*n* = 6) and *Chd8L*^*+/−*^ (*n* = 9) mice (**p < 0.01). **E** Representative periodic acid Schiff staining of gut epithelial layer from WT and *Chd8L*^+/−^ mice. Goblet cells are indicated by the red arrows. Red lines indicate the thicknessof the mucus layer. **F**–**I** Morphological analysis of the (**F**) mucus layer thickness (*p < 0.05, two-tailed unpaired t-test; WT: *n* = 35, *Chd8L*^+/−^: *n* = 30), (**G**) goblet cell count per villus (**p < 0.01, two-tailed unpaired t-test; WT: *n* = 8, *Chd8L*^+/−^: *n* = 6), (**H**) goblet cell count per crypt, and (**I**) villi length. **J**, **K** ZO-1 staining of colon and small intestine samples from WT (*n* = 5 each) and *Chd8L*^+/−^ mice (*n* = 5, colon; *n* = 4, small intestine). Representative ZO-1 staining results are shown (**J**) together with mean ZO-1 intensity (**K**). Data are means ± SEM.

To assess intestinal permeability, mice were gavaged with fluorescein isothiocyanate-conjugated dextran (FITC-dextran) and plasma levels of FITC-dextran were measured 2 h or 6 h thereafter. At 6 h post-gavage, plasma FITC-dextran levels were elevated in *Chd8L*^+/−^ mice relative to WT controls (Fig. 1C), suggesting increased intestinal permeability. While the length of both the small intestine and of the overall intestines was shorter in *Chd8L*^+/−^ mice as compared with their WT counterparts, no differences in colon length (Fig. 1D) or in stool transit time were measured between the genotypes (Supplementary Fig. 1B). Our results are consistent with the previous study by Katayama et al., reporting a decrease in intestinal length in Chd8L +/− mice [23].

### *Chd8L*^+/−^ mice exhibit altered gut morphology

AB-PAS staining of small intestine and colon tissue samples excised from 8-week-old *Chd8L*^+/−^ mice and wild type mice identified a reduction in colon mucus layer width (Fig. 1E, F) and in the number of mucus-producing goblet cells in the small intestine (Fig. 1G), but not in the colon (Fig. 1H) of *Chd8L*^+/−^ mice. No differences in villi length were detected between the two animal groups (Fig. 1I). Staining for the tight junction marker ZO-1 in 8-week-old mice revealed no differences in tight junction morphology or tight junction marker ZO-1 intensity between wild type and *Chd8L*^*+/−*^ mice (Fig. 1J, K). Signs of altered gut morphology, particularly in the mucus layer and goblet cell count, were not apparent in 4-week-old *Chd8L*^*+/−*^ mice (Supplementary Fig. 2).

### Transcriptomic analysis of *Chd8L*^+/−^ mouse gut epithelial cells

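Poly(A) RNA from the gut epithelial cells of 5 WT and 7 *Chd8L*+/- male littermates, all 8 weeks old, was sequenced as 75-base single-end reads, with a separate library for each mouse. The authors mapped the reads to the mouse genome (mm10), counted them on genes and divided the counts of each library by its size factor, as the DESeq2 pipeline does, and they deposited these normalized counts for 14244 genes in all. The program that counted the reads, its gene annotation and its use of strand are not named in the paper's text. Every deposited value was a whole multiple of what 1 read was worth in its library, to within 0.000146 of a whole number, so the reads were recovered for 100% of the values. Between 15691662 and 20761315 reads per library were counted on genes. The median was 20207808 reads in WT and 17870124 reads in *Chd8L*+/- libraries, and the totals did not differ between genotypes (two-sided exact permutation test over every split of the libraries, p = 0.705). Genotypes were compared with limma on log2(normalized count + 1) over the 12808 genes with a mean normalized count of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this log2 scale, which understates the change of genes with few reads. *Chd8*, the targeted gene, lies on the minus strand of chromosome 14 of GRCm38 (mm10) from 52198151 to 52257780. Its normalized count was 953 ± 85.5 (SD, n = 5) in WT and 1297 ± 123 (SD, n = 7) in *Chd8L*+/- libraries, a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.121 from limma, and between 0.00356 and 0.921 over the alternatives). All 7 *Chd8L*+/- libraries lay above all 5 WT libraries (two-sided exact permutation test, p = 0.00126, the smallest p that these groups allow). With the trends on gene length and GC content removed from each library, the log2 fold change of *Chd8* was 0.28. Reads were counted over the whole gene, so the deleted exons cannot be told from the others, and *Snord8* on the same strand and *Gm26590* on the opposite strand overlap it. On the first principal component, which carried 39.7% of the variance between libraries, the *Chd8L*+/- libraries lay between 0.26 and 42.7. WT replicate 2 lay at 41.0, among them, and the other 4 WT libraries lay between -67.5 and -26.2.

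**Figure D1:**
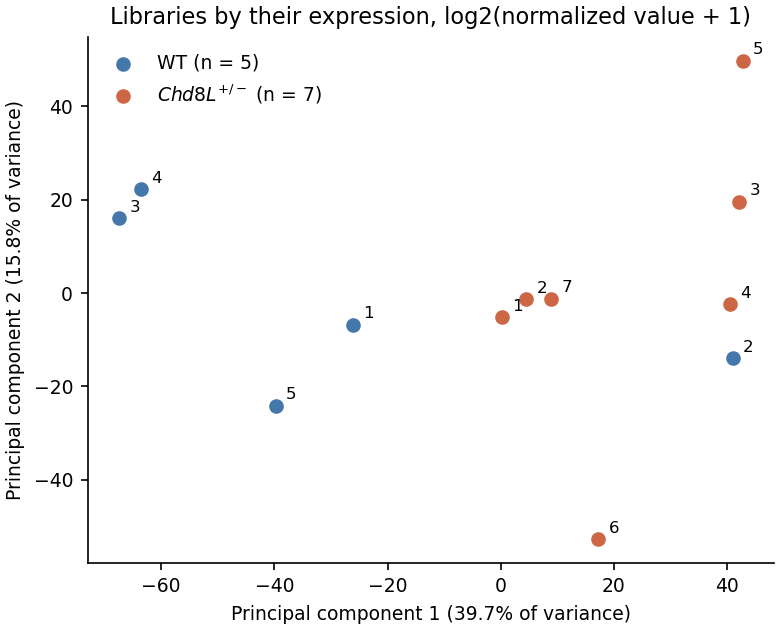
Principal components 1 and 2 of log2(normalized count + 1) over the genes tested, in arbitrary units. Each point is a library, numbered by its replicate, with 5 WT libraries in blue and 7 *Chd8L*+/- libraries in orange. WT replicate 2 sits at 41.0 on the first component, on the side of the *Chd8L*+/- libraries.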

To assess the impact of *Chd8L*^+/−^ on transcriptional activity in the gut, comparative whole transcriptomic sequencing was performed on gut epithelial cells extracted from WT and *Chd8L*^+/−^ mice. Strikingly, over 900 genes were differentially expressed, including 581 that were downregulated and 339 that were upregulated in *Chd8L*^+/−^ gut epithelial cells (Fig. 2A, B; Supplementary Tables 1, 2). 

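At an adjusted p of 0.05 or less (limma, Benjamini-Hochberg), 3 of the 12808 genes tested differed between genotypes, 3 of them lower and 0 higher in *Chd8L*+/- libraries, while 3110 genes had an unadjusted p of 0.05 or less, 1511 lower and 1599 higher. The groups did not overlap in 66 genes, or 0.515% of those tested, where chance gives 0.253%. The 3 genes were *Tsc22d3* on chromosome X (140539528 to 140600659), *Hspa1b* on chromosome 17 (34956436 to 34959238) and *Hspa1a* on chromosome 17 (34969190 to 34972156). *Tsc22d3* fell from 1351 ± 156 (SD, n = 5) to 734 ± 98.8 (SD, n = 7) normalized counts, a log2 fold change of -0.88 (standard error 0.12, adjusted p = 0.0375 from limma). *Hspa1b* had 646 ± 396 (SD, n = 5) and 133 ± 37.7 (SD, n = 7) normalized counts (log2 fold change -2.13, standard error 0.31), and *Hspa1a* had 411 ± 261 (SD, n = 5) and 79.9 ± 21.6 (SD, n = 7) (log2 fold change -2.18, standard error 0.32), both with an adjusted p of 0.0375 from limma. *Hspa1a* and *Hspa1b* are near-identical copies between which the counting could split reads, and *Gm20481* overlaps *Hspa1a* on the opposite strand. Each of these 3 genes was lower in all 7 *Chd8L*+/- libraries than in any WT library. The genes next in order of p among those lower in *Chd8L*+/- libraries were *Eif1* (log2 fold change -0.72, adjusted p = 0.0714 from limma) and *Abcc5* (-1.15, adjusted p = 0.0839). Among those higher, genes with small adjusted p-values were *Gm21451* (log2 fold change 3.30, adjusted p = 0.0714 from limma, from 1.64 to 20.5 normalized counts), *Itga2* (1.15, adjusted p = 0.118), *Mdc1* (1.01, adjusted p = 0.121) and *Slfn10-ps* (1.15, adjusted p = 0.121). *Gm21451* is a pseudogene that could share reads with related copies nearby, and *Slfn10-ps* is a pseudogene that *Gm27598* overlaps on the same strand. The count of differentially expressed genes moved most when WT replicate 2 was left out, to 3534 genes, 1745 lower and 1789 higher, and with any other library left out it was between 0 and 8, with 1768 to 3295 genes at an unadjusted p of 0.05 or less. With the letter that opens the library name as a block, limma called 451 genes, 276 lower and 175 higher. On the recovered reads, edgeR's quasi-likelihood test called 5 genes, and DESeq2 with default settings called 811 genes, 580 lower and 231 higher.

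**Figure D2:**
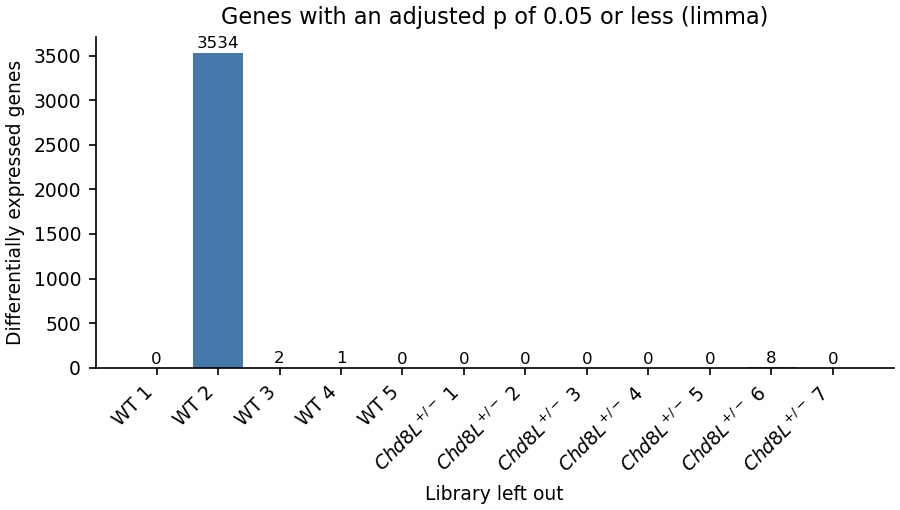
Number of genes with an adjusted p of 0.05 or less (limma, linear axis from 0) when the library named under each bar was left out, with WT libraries in blue and *Chd8L*+/- libraries in orange. The bar for WT replicate 2 reaches 3534 genes and the others reach at most 8.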

Gene Ontology (GO) enrichment analyses indicated that markers of tuft cells, a subtype of gut epithelial cells that induce type 2 immune responses and promote goblet cell development [24], were overrepresented in the downregulated genes, while upregulated genes were enriched for genes associated with immune cells and the immune response (Fig. 2C, D, Supplementary Table 3). 

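Of a list of 40 tuft cell markers, which holds *Dclk1*, *Matk*, *Clec4a1* and *Gnat3* for the 4 tuft cell genes measured by real-time PCR in Fig. 2G, 37 were tested. All 37 were lower in *Chd8L*+/- libraries, with a median log2 fold change of -1.76. 36 of the 37 were past an adjusted p of 0.05 adjusted over the list alone and 0 when adjusted over all genes tested, with 36 at an unadjusted p of 0.05 or less; as the study chose some of these genes on the same libraries, the first count is not independent evidence. The list as a whole had an adjusted p of 2.49e-17 in camera, a gene list test, with a preset correlation between genes of 0.01. With the correlation estimated from the data, camera gave an adjusted p of 0.542, and fry gave 0.0956; over all alternatives the adjusted p lay between 2.77e-22 and 0.542. The alternative that moved the list most was a surrogate variable in the model, with a median log2 fold change of -0.33. This variable is estimated from the same libraries, and its overlap with genotype was not measured. It could therefore have taken up part of a genotype effect. The mean log2(normalized count + 1) of the list was 9.04 ± 1.19 (SD, n = 5) in WT and 7.39 ± 0.87 (SD, n = 7) in *Chd8L*+/- libraries (two-sided exact permutation test, p = 0.0253, adjusted p = 0.110 over the 25 lists tested), and all 7 *Chd8L*+/- libraries lay below the WT median. WT replicate 2 had the lowest list mean of the WT libraries, 7.08. *Dclk1* (chromosome 3, 55242364 to 55539068) had 2161 ± 1191 (SD, n = 5) normalized counts in WT and 820 ± 499 (SD, n = 7) in *Chd8L*+/- libraries, a log2 fold change of -1.37 (standard error 0.48, adjusted p = 0.133 from limma). *Matk* (chromosome 10, 81252935 to 81263365) fell from 1710 ± 1090 to 350.0 ± 269 (SD) normalized counts, with a log2 fold change of -2.19 (standard error 0.61, adjusted p = 0.121 from limma). The log2 fold change of *Clec4a1* (chromosome 6, 122921848 to 122934619) was -2.09 (standard error 0.63) and that of *Gnat3* (chromosome 5, 17962549 to 18019834) was -2.23 (standard error 0.54), both with an adjusted p of 0.121 from limma. The exact permutation p-values of *Dclk1*, *Matk*, *Clec4a1* and *Gnat3* were 0.0391, 0.0177, 0.0215 and 0.00631 (two-sided), or 0.0457, 0.0376, 0.0376 and 0.0221 when adjusted over the 7 genes that the paper names or targets. Genes among these 7 were chosen on the same libraries, so this adjustment is not independent evidence either. Without WT replicate 2, all 4 were past the threshold, with adjusted p-values from limma between 0.00255 and 0.00821, and over all alternatives the adjusted p-values of these genes ranged from 3.71e-05 to 0.980. Genes annotated within *Dclk1* on either strand could share its reads. Genes of lymphocytes, which are T and B cells, had a median log2 fold change of -0.18 over 29 genes (adjusted p = 0.355 from camera, and between 0.0107 and 0.914 over the alternatives), with 21 lower and 8 higher. Their median was -0.0077 without WT replicate 3 and -0.30 without WT replicate 5. Genes of myeloid cells had a median of 0.64 over 14 genes, 13 of them higher in *Chd8L*+/- libraries (adjusted p = 0.00372 from camera, 0.616 with the estimated correlation and 0.175 from fry). Their list mean was 5.36 ± 0.55 (SD, n = 5) in WT and 6.03 ± 0.48 (SD, n = 7) in *Chd8L*+/- libraries (exact permutation test, two-sided p = 0.0543, adjusted p = 0.189).

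**Figure D3:**
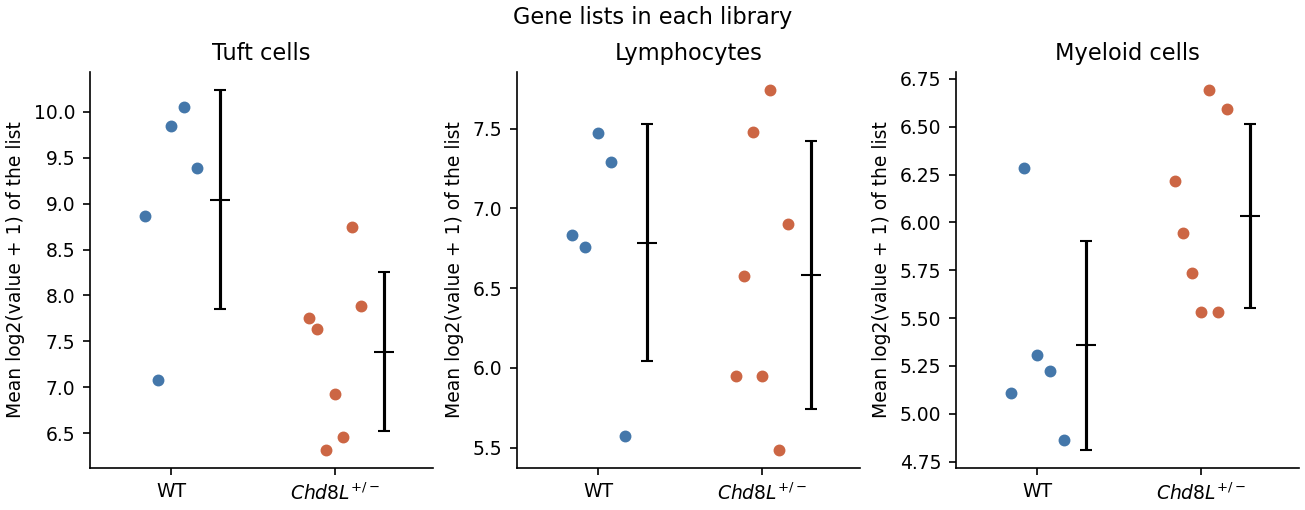
Mean log2(normalized count + 1) of the tuft cell, lymphocyte and myeloid cell lists, with a point for each of the 5 WT and 7 *Chd8L*+/- libraries and bars for the mean and SD. The 7 *Chd8L*+/- libraries sit between 6.32 and 8.75 for tuft cell genes, and WT replicate 2 sits at 7.08.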

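Genes of oxidative phosphorylation, the mitochondrial process that makes ATP, had a median log2 fold change of -0.47 over the 78 genes tested, and 76 of them were lower in *Chd8L*+/- libraries. Adjusted over the list alone, 55 of the 78 were past 0.05, and 0 when adjusted over all genes, with 59 at an unadjusted p of 0.05 or less. The mean log2(normalized count + 1) of the list was 11.5 ± 0.26 (SD, n = 5) in WT and 11.0 ± 0.24 (SD, n = 7) in *Chd8L*+/- libraries, and all 7 *Chd8L*+/- libraries lay below the WT median (exact permutation test, two-sided p = 0.0126, adjusted p = 0.110 over the lists). In camera with its preset correlation the adjusted p was 5.54e-22; it was 0.542 with the correlation estimated and 0.0635 from fry, and at least 4.71e-30 over all alternatives. A cell cycle list of genes that mark DNA synthesis and division had a median log2 fold change of 0.91 over 96 genes, 91 of them higher in *Chd8L*+/- libraries, of which 63 were past 0.05 adjusted over the list alone and 0 over all genes, with 71 at an unadjusted p of 0.05 or less. Its mean was 7.71 ± 0.76 (SD, n = 5) in WT and 8.54 ± 0.29 (SD, n = 7) in *Chd8L*+/- libraries, all 7 of which lay above the WT median (exact permutation test, two-sided p = 0.0215, adjusted p = 0.110). Camera's adjusted p for it was 1.12e-19 with the preset correlation, 0.610 with the estimated one, and 0.111 from fry. Of 100 splits of the libraries, 58 gave as many lists past the threshold of camera with its preset correlation as the genotypes did. Passing that threshold is therefore not specific to genotype. The p-values of single lists were not compared between splits. With the length and GC content trends removed, the median log2 fold changes were -0.32 for oxidative phosphorylation and 0.87 for the cell cycle. With 1 surrogate variable in the model, the median of the cell cycle list was 0.096 (adjusted p = 0.0539 from camera, and between 4.19e-23 and 0.610 over the alternatives). As its overlap with genotype was not measured, that variable could have taken up a genotype effect here too.

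**Figure D4:**
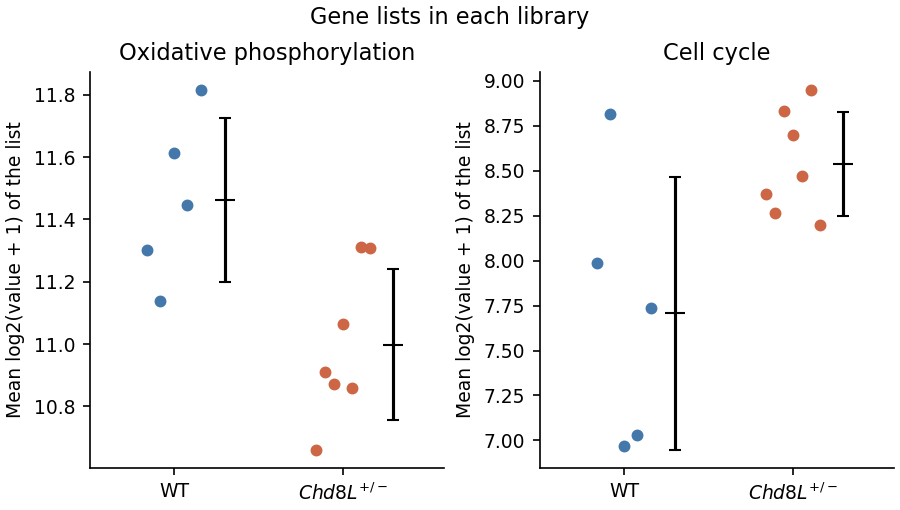
Mean log2(normalized count + 1) of the oxidative phosphorylation and cell cycle lists in each of the 5 WT and 7 *Chd8L*+/- libraries, with bars for the mean and SD. The cell cycle list sits between 8.20 and 8.95 in *Chd8L*+/- libraries and between 6.97 and 8.82 in WT libraries.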

More specifically, downregulated and upregulated genes were enriched for GO biological process terms related to mitochondrial function and the cell cycle, respectively (Fig. 2E, F, Supplementary Table 3). Comparison of the list of downregulated genes to a recently published list of subtypes of tuft cells identified by single-cell sequencing, found that 22 of the downregulated genes were among the list of 25 markers for type 2 tuft cells [25]. RT-PCR analyses further confirmed the downregulation of four tuft cell marker genes in *Chd8L*^*+/−*^ samples (Fig. 2G). RNA-seq analyses, verified by RT-PCR, identified the key antimicrobial peptides Reg3β and Reg3γ as two of the most highly upregulated genes in *Chd8L*^+/−^ mice (Fig. 2H). 

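*Reg3b* lies on chromosome 6 of GRCm38 from 78370657 to 78373466 and *Reg3g* on the same chromosome from 78466269 to 78468872. *Reg3b* had 7457 ± 8965 (SD, n = 5) normalized counts in WT and 59249 ± 66769 (SD, n = 7) in *Chd8L*+/- libraries, a log2 fold change of 2.76 (standard error 0.96, adjusted p = 0.129 from limma). *Reg3g* had 3861 ± 4645 (SD, n = 5) and 33114 ± 38373 (SD, n = 7), a log2 fold change of 2.66 (standard error 1.01, adjusted p = 0.147 from limma). By log2 fold change, *Reg3b* ranked 3 and *Reg3g* ranked 5 among the 12808 genes tested. Of the *Chd8L*+/- libraries, 4 of 7 lay above the highest WT library for each gene. That library was WT replicate 2, with 23008 normalized counts of *Reg3b* and 11916 of *Reg3g*. The 3 remaining *Chd8L*+/- libraries had between 5874 and 8347 normalized counts of *Reg3b*, within the WT range of 961 to 23008. In the two-sided exact permutation test the p was 0.0341 for *Reg3b* and 0.0505 for *Reg3g*, or 0.0457 and 0.0505 adjusted over the 7 genes that the paper names or targets. The paper named both genes for their rise in these same libraries. An adjustment over 7 genes takes no account of that choice, so these p-values are not independent evidence. The adjusted p from DESeq2 on the recovered reads was 0.0422 for *Reg3b* and 0.0383 for *Reg3g*; over all alternatives the adjusted p ranged from 0.0203 to 0.962 and from 0.0303 to 0.980. Without WT replicate 2 the adjusted p from limma was 0.0203 for *Reg3b* and 0.0303 for *Reg3g*. With a surrogate variable in the model, the log2 fold change was 0.45 for *Reg3b* and 0.35 for *Reg3g*. How far that variable follows genotype was not measured, so it could have taken up a genotype effect.

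**Figure D5:**
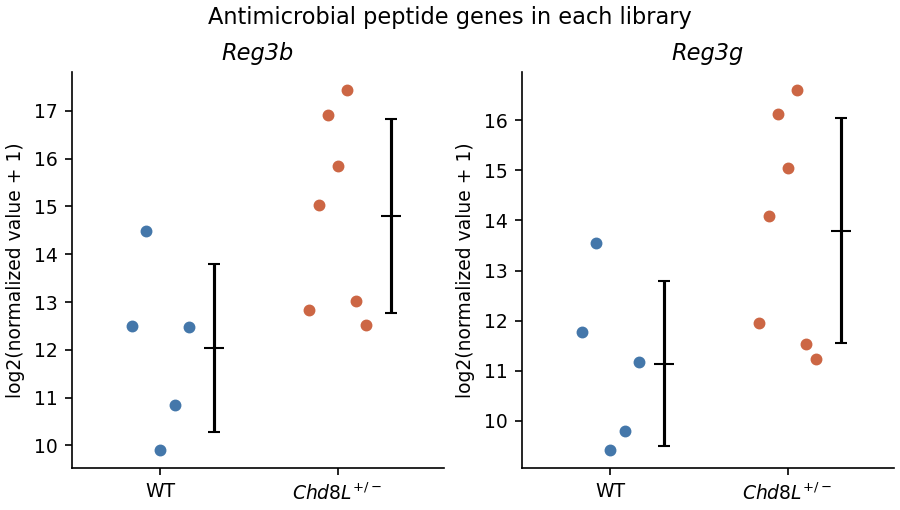
log2(normalized count + 1) of *Reg3b* and *Reg3g* in each of the 5 WT and 7 *Chd8L*+/- libraries, with bars for the mean and SD. For *Reg3b*, 4 of the 7 *Chd8L*+/- libraries sit above the highest WT library.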

Immunohistochemical staining for the tuft cell marker protein DCLK1 (Fig. 2I), measured a decrease in DCLK1-positive cells in the small intestine of *Chd8L*^+/−^ vs. WT mice, without any corresponding change in the colon (Fig. 2J). These findings suggest that the reduced expression of tuft cell marker genes stemmed from the overall drop in tuft cell counts in the haploinsufficient mice.

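The 37 tuft cell genes tested had log2 fold changes between -2.36 and -0.18, and 36 of them had an unadjusted p of 0.05 or less. Lists of other epithelial cells moved less. Goblet cell genes had a median log2 fold change of -0.24 over 17 genes, Paneth cell genes -0.30 over 10 genes and enteroendocrine cell genes -0.05 over 19 genes, none of them past the threshold of camera (adjusted p = 0.0552, 0.106 and 0.355). Enterocyte genes had a median of -0.42 over 15 genes (adjusted p = 0.00512 from camera, 0.674 with the correlation estimated). Differences between these lists and the tuft cell list were not tested. RNA from whole epithelial preparations does not separate fewer tuft cells from less expression in each cell. From the lower tuft cell marker expression together with the DCLK1 staining of Fig. 2I, J, the paper proposes that the lower expression stemmed from fewer tuft cells.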

**Fig. 2:**
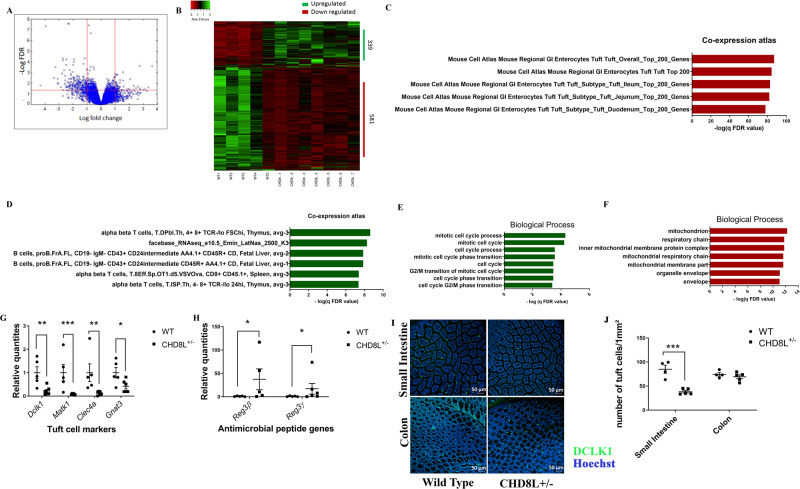
Transcriptomic analysis of gut epithelial cells in *Chd8L* + */*− mice. **A** A volcano plot highlighting differentially expressed gene distributions in *Chd8L*^+/−^ gut epithelial cells. Each point represents genes in *Chd8L*^+/−^ mice plotted against the level of statistical significance (−log10 adjusted *p*-value) and fold-change in expression (log2 (*Chd8L*^+/−^ vs. WT). **B** Heatmap showing the 920 genes differentially expressed in *Chd8L*^+/−^ mouse gut epithelial cells compared with WT littermates (FDR-adjusted *p* ≤ 0.05). **C**–**F** Gene Ontology analyses of differentially expressed genes, including co-expression analyses of downregulated (**C**) and upregulated (**D**) genes, as well as biological process term enrichment results for upregulated (**E**) and downregulated (**F**) genes. **G** Real-time PCR analyses of tuft cell markers, including *Dclk1* (**p < 0.01), *Matk1* (***p < 0.001), *Clec4a* (**p < 0.01) and *Gnat3* (*p < 0.05) (unpaired two-tailed t-test, WT: *n* = 5, *Chd8L*^+/−^: *n* = 7). **H** Real-time PCR analyses of the antimicrobial peptide genes *Reg3*γ (*p = 0.05) and *Reg3*β (*p < 0.05) (unpaired two-tailed t-test, WT: *n* = 5, *Chd8L*^+/−^: *n* = 7). **I** Representative images of immunohistochemically stained colon and small intestine tissue samples from WT (*n* = 4) and *Chd8L*^+/−^ (*n* = 5) mice. Samples were stained for DCLK1 (green) with Hoechst (blue) as a nuclear counterstain. **J** Significant decreases in the number of tuft cells per mm^2^ were evident in the small intestine of *Chd8L*^+/−^ mice relative to WT mice (***p < 0.001; unpaired two-tailed T-test). Data are means ± SEM.

### *Chd8L*^+/−^ mice exhibit an altered gastrointestinal microflora

Given the potential role of the microbiota in autism and the increased antimicrobial peptide expression observed in *Chd8L*^*+/−*^ mice, 16 S rDNA sequencing was performed to compare the composition of the fecal microbiome between *Chd8L*^*+/−*^ and WT controls at 8 weeks of age. A significant increase in overall bacterial load (Fig. 3A) and alpha diversity (Fig. 3B) was measured in the colon of *Chd8L*^+/−^ mice, while no corresponding differences in beta diversity were evident between these genotypes (Fig. 3C). LEfSe analyses of the 16 S sequencing data revealed differential abundance of three bacterial taxa in the two genotypes (Fig. 3D). Notably, *Chd8L*^*+/−*^ mice exhibited increased abundance of *Akkermansia muciniphila (A. muciniphila)*, which has been widely implicated in the regulation of immune and neurological function.

**Fig. 3:**
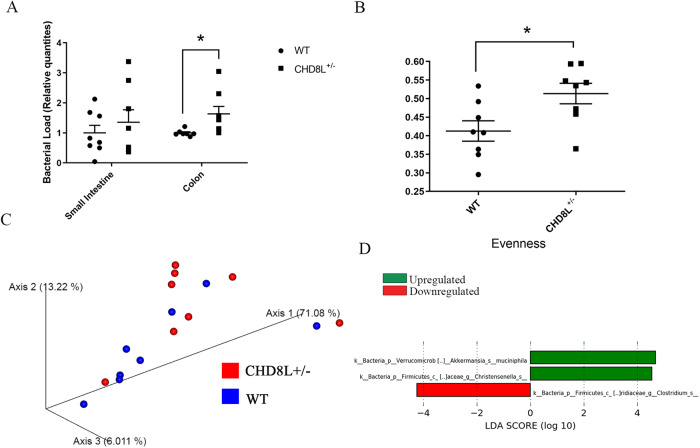
Analysis of microbiome in *Chd8L*^+/−^ mice. **A** Relative bacterial load in the small intestine and colon of WT and *Chd8L*^+/−^ mice (*p < 0.05, unpaired two-tailed t-test; *n* = 8/group). Shown are means ± SEM. **B** Measures of alpha diversity revealed significantly increased evenness in *Chd8L*^+/−^ mice relative to WT mice (*p < 0.05, Kruskal-Wallis pairwise analysis, *n* = 8/group). **C** Weighted UniFrac-based Principle Coordinates Analysis plot-based visualization of the microbial communities in *Chd8L*^+/−^ and WT mice. **D** Bacterial taxa that were overrepresented (red) or underrepresented (green) in *Chd8L*^+/−^ mice, as identified according to LefSe analyses of 16 S high-throughput sequencing data.

### Generation of gut epithelial cell-specific *Chd8* haploinsufficient mice

Given the complex gut phenotype of *Chd8L*^+/−^ mice, and to facilitate exploration of the role of gut dysfunction in autism-related behavior, *Chd8* was specifically knocked out of gut epithelial cells using a Cre-lox system, with the expression of Cre under the control of the gut epithelium-specific villin promoter. In all experiments, results were compared between *Chd8* gut epithelial haploinsufficient mice (Villin-Cre/Chd8flx^+/−^, now refered to as CHD8^+/ΔIEC^ mice) and WT littermate controls (Chd8flx^+/−^). The gene knockdown was validated by immunostaining of the gut of CHD8^+/ΔIEC^ and WT mice (Fig. 4A) and by RT-PCR (Fig. 4B). In the open field test, *Chd8*^+/ΔIEC^ mice exhibited fewer visits to the center (Fig. 4C) and decreased distance moved in the center (Fig. 4D), suggesting anxiety-like phenotypes, while total distance moved was comparable with that of WT controls (Fig. 4E). In the elevated plus maze test, *Chd8*^+/ΔIEC^ mice spent less time in the open arms of the maze (Fig. 4F) and moved less distance in the open arms (Fig. 4G), further indicating anxiety-like behavioral phenotypes. A reduction in marble-burying was also observed in *Chd8*^+/ΔIEC^ mice relative to WT controls (Fig. 4I). Grooming time was similar in the two mouse groups (Fig. 4J), as was performance in a three-chamber social behavior test (Fig. 4K), indicating that repetitive and social behavioral phenotypes, respectively, were unchanged in these mice. Cre expression alone had no impact on any of the tested behaviors (Supplementary Fig. 4). In summary, anxiety-like behaviors were specifically induced by the knockout of *Chd8* in the gut epithelial cells.

**Fig. 4:**
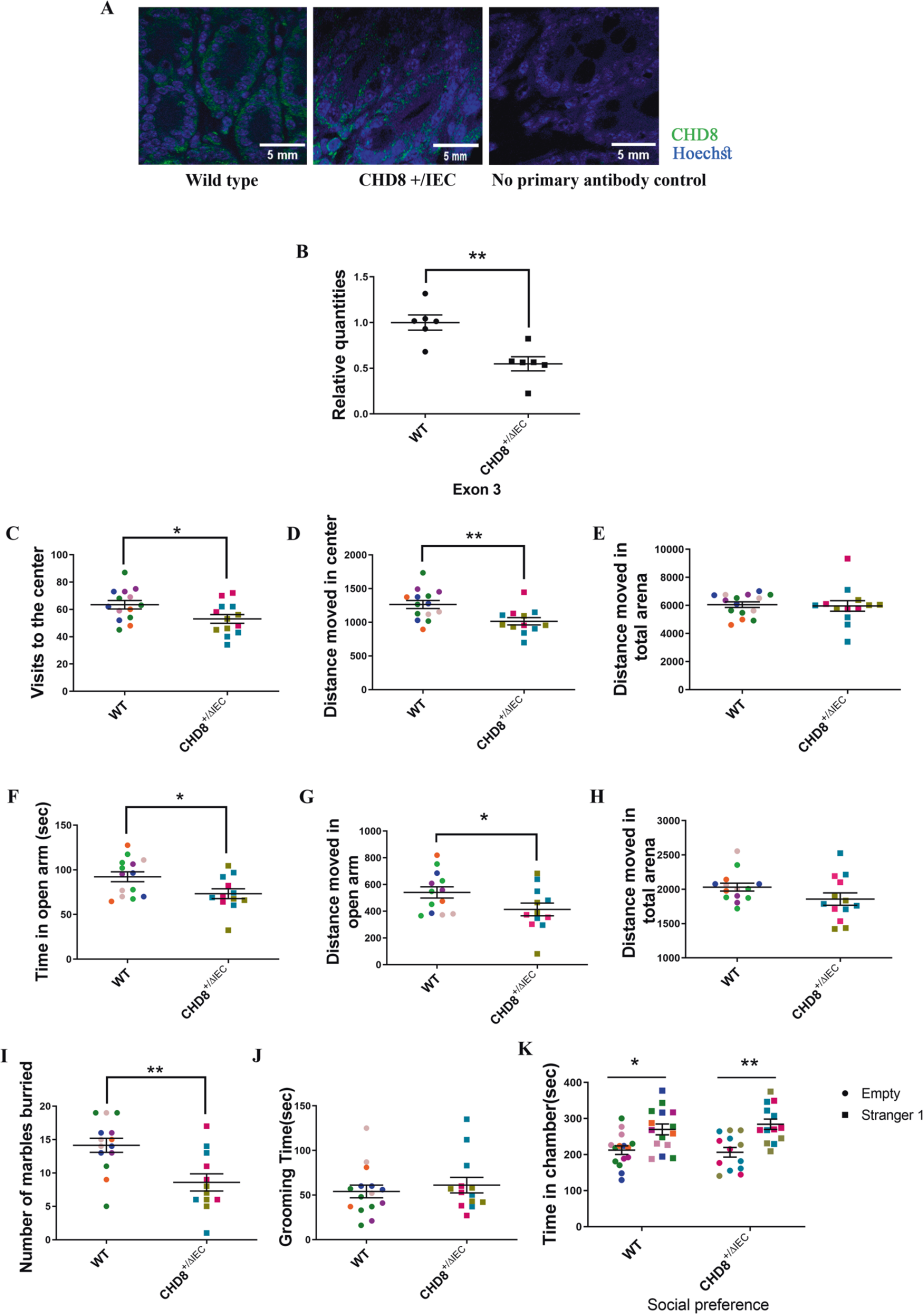
Behavioral analysis of gut epithelial-specific *CHD8* haploinsufficient mice. **A** Representative CHD8 staining of wild-type (WT) and *Chd8*^+/ΔIEC^ gut epithelial layer. Samples were stained for CHD8 (green), and Hoechst dye was used as a nuclear counterstain (blue). **B** Relative quantification of *Chd8* exon 3 was performed via real-time PCR (*p < 0.05, unpaired two-tailed t-test; *n* = 6 per genotype). **C**–**E** Open-field test results. **C** Visits to the center by *Chd8*^+/ΔIEC^ mice (*n* = 13) vs. WT controls (*n* = 14) (*p < 0.05, unpaired two-tailed t-test). **D** Distance moved in the center by *Chd8*^+/ΔIEC^ mice (*n* = 13) vs. WT controls (*n* = 10) (**p < 0.01, unpaired two-tailed t-test). **E** Distance moved in the arena (*p* = 0.8). **F**–**H** Elevated plus maze test results. **F** Time spent in the open arms of the maze (*p < 0.05, unpaired two-tailed t-test; WT: *n* = 14, *Chd8*^*+/*^^ΔIEC^: *n* = 11). **G** Distance moved in the open arms of the maze (*p < 0.05, unpaired two-tailed t-test; WT: *n* = 14, *Chd8*^*+/*^^ΔIEC^: *n* = 12). **H** Distance moved in the arena (*p* = 0.1). **I** Marble-burying activity by *Chd8*^+/ΔIEC^ vs. WT mice (**p < 0.01, unpaired two-tailed t-test; WT: *n* = 14, *Chd8*^*+/*^^ΔIEC^: *n* = 12). **J** Grooming time (*p* > 0.05). **K** Social preference test of WT and *Chd8*^+/ΔIEC^ mice for stranger mice. (*p < 0.05, two-way ANOVA with Tukey’s post-hoc test; WT: *n* = 15, *Chd8*^+/ΔIEC^: *n* = 13). Data are means ± SEM.

### *Chd8*^+/ΔIEC^ mice exhibit reduced tuft cell counts

In light of the decreases in tuft cell numbers measured in mice exhibiting systemic *Chd8* haploinsufficiency, immunohistochemical staining was performed to detect tuft cells in the gastrointestinal epithelium of *Chd8*^+/ΔIEC^ mice. A significant reduction in the number of DCLK1-positive tuft cells was evident in both the small intestine and colon of 8-week-old *Chd8*^+/ΔIEC^ mice (Fig. 5A, B), whereas Cre expression alone did not affect tuft cell counts (Supplementary Fig. 5). While gut-specific *Chd8* haploinsufficiency was sufficient to induce a drop in tuft cell numbers in the gut epithelium, no corresponding differences between *Chd8*^+/ΔIEC^ and WT mice were observed with respect to the length of the colon, small intestine, or whole gut (Supplementary Fig. 3B). The bacterial load in collected stool samples was also comparable between WT and *Chd8*^+/ΔIEC^ mice (Supplementary Fig. 3A).

**Fig. 5:**
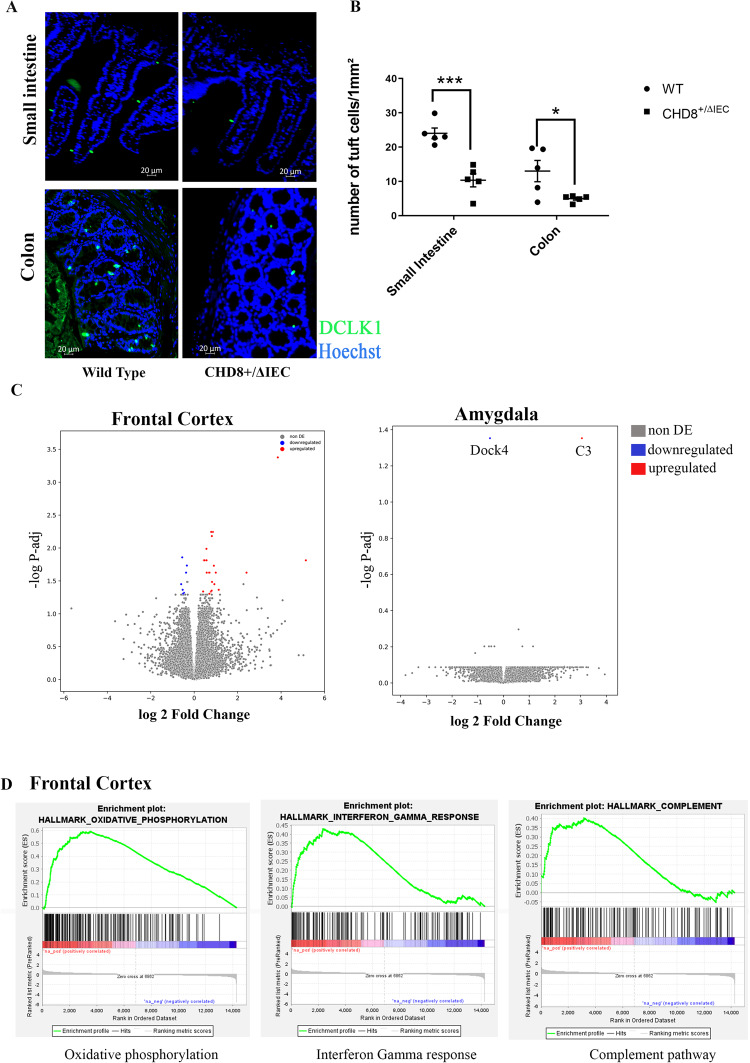
Morphological and transcriptional analysis of gut epithelial-specific *CHD8* haploinsufficient mice. **A**, **B** Representative DCLK1 staining of small intestine and colon samples (**A**), with corresponding quantification of the number of tuft cells per mm^2^ (**B**) in these tissue compartments (*p < 0.05, ***p < 0.001; unpaired two-tailed t-test, *n* = 5/group). Data are means ± SEM. **C** Volcano plot highlighting differentially expressed gene distributions in *Chd8*^+/ΔIEC^ brain regions, including the frontal cortex and amygdala. Each point represents a genein *Chd8*^+/ΔIEC^ mice, plotted against the level of statistical significance (−log10 adjusted *p*-value) and fold-change in expression (log2 (*Chd8*^+/ΔIEC^ vs. WT). **D** Gene Set Enrichment Analysis indicating gene pathways enriched in the frontal cortex, as determined by the fold-change difference in gene expression between the WT and *Chd8*^+/ΔIEC^ groups.

### Transcriptome analyses of the brains of *Chd8*^+/ΔIEC^ mice

To gain further insight into the molecular mechanisms possibly underlying the increased anxiety phenotypes of *Chd8*^+/ΔIEC^ mice, transcriptomic analyses were performed using frontal cortex and amygdala samples collected from *Chd8*^+/ΔIEC^ and WT control mice. In total, 35 genes in the frontal cortex and 2 genes in the amygdala were differentially expressed (FDR < 0.05) in *Chd8*^+/ΔIEC^ mice relative to the corresponding tissues from WT animals (Fig. 5C). Interestingly, levels of complement subunit 3 (C3), an antimicrobial factor that has been implicated in anxiety [26], were upregulated in the amygdala of *Chd8*^+/ΔIEC^ mice. A gene set enrichment analysis (GSEA) of the genes differentially expressed in the frontal cortex also identified upregulation of the complement pathway, as well as the oxidative phosphorylation and interferon-gamma response pathways (Fig. 5D).

### Antibiotic treatment attenuates social behavior deficits in *Chd8L*^+/−^ mice

Considering the increased bacterial load detected in *Chd8L*^+/−^ mice, the impact of antibiotics on autism-like phenotypes was evaluated. A 3-week treatment of 5-week-old WT and *Chd8L*^+/−^ mice with ciprofloxacin (0.04 g/L), metronidazole (0.2 g/L) and vancomycin (0.1 g/L), resulted in significantly reduced bacterial loads in the stool of the mice of both groups relative to untreated animals (Fig. 6A). In a three-chamber social interaction test, WT mice exhibited a preference for stranger mice over the empty cage, irrespective of antibiotic treatment (Fig. 6B), as measured by the time spent in each chamber. In contrast, while untreated *Chd8L*^+/−^ mice did not exhibit any preference for stranger mice, consistent with impaired social behaviors, this deficit was attenuated following antibiotic treatment (Fig. 6C). WT animals with or without antibiotic treatment, also spent more time sniffing stranger mice relative to the empty chamber (Fig. 6D). In contrast, untreated *Chd8L*^+/−^ mice spent similar periods of time sniffing the empty chamber and unfamiliar mice, while antibiotic treatment led them to spend significantly more time sniffing the unfamiliar mice relative to the empty chamber (Fig. 6E). In a dark-light test, *Chd8L*^+/−^ mice spent less time in the open arms relative to WT controls, a difference that was eliminated by antibiotic treatment (Fig. 6F). In open-field (Fig. 6G) and elevated plus maze tests, the mice of both groups exhibited similar behaviors (Fig. 6H). Taken together, antibiotic treatment reversed some of the phenotypic changes evident in *Chd8L*^+/−^ mice, with a particularly strong impact on social and anxiety phenotypes.

**Fig. 6:**
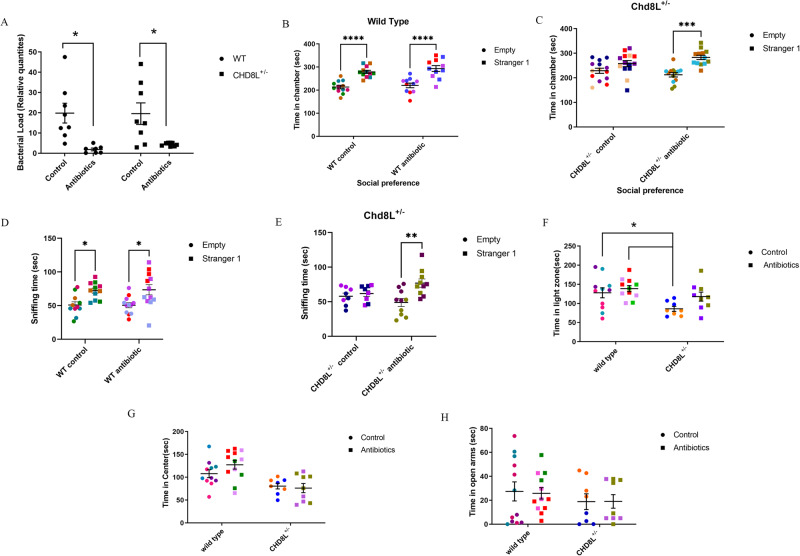
Antibiotic treatment of *CHD8L* + */*– mice. **A** Real-time PCR-based determination of bacterial load following antibiotic treatment of WT mice relative to untreated WT controls and *Chd8L*^+/−^ mice relative to untreated *Chd8L*^+/−^ controls (*p < 0.05, two-way ANOVA with Tukey’s post-hoc test; *n* = 8/group). **B**, **C** Social preference tests. **B** WT control (*n* = 12) and antibiotic-treated WT (*n* = 11) mouse preference for stranger mice (two-way ANOVA with Tukey’s post-hoc test). **C** *Chd8L*^+/−^ control mouse (*n* = 14) and antibiotic-treated *Chd8L*^+/−^ mouse (*n* = 13) preference for stranger mice (two-way ANOVA with Tukey’s post-hoc test). **D** WT control (*n* = 11) and antibiotic-treated WT (*n* = 12) mouse sniffing of stranger mice (two-way ANOVA with Tukey’s post-hoc test). **E** Time spent by *Chd8L*^+/−^ control (*n* = 8) and antibiotic-treated *Chd8L*^+/−^ (*n* = 10) mice sniffing empty chamber or stranger mice (two-way ANOVA with Tukey’s post-hoc test). **F** Dark light test of *Chd8L*^+/−^control mice (*n* = 8) (*p < 0.05, two-way ANOVA with Tukey’s post-hoc test; antibiotic-treated *Chd8L*^+/−^ mice: *n* = 9.) **G** Time spent in the center in an open field test. **H** Time spent in the open arms in an elevated plus maze test. Data are presented as means ± SEM.

## Discussion

An association between GI symptoms and autism has long been documented, with a reported increase in the odds of developing GI symptoms with heightened autism severity [4]. Individuals harboring *CHD8* mutations also frequently exhibit a range of GI symptoms [15]. The present study sought to explore the relationship between *CHD8* haploinsufficiency and GI dysfunction in mice, while also exploring the potential link between these factors and autism-related behavioral phenotypes. *Chd8L*^+/−^ mice exhibited increased intestinal permeability, consistent with that observed in patients with autism [12]. The mucus layer is, in part, responsible for maintaining the integrity of the intestinal barrier [27, 28]. We found that the mucus layer thickness in the colon and goblet cells counts in the small intestine were reduced in 8-week-old *Chd8L*^+/−^ mice. Given that goblet cells produce mucus [27], the decrease in goblet cell numbers likely reduced the mucus layer thickness, contributing to higher intestinal permeability. However, reduction in goblet cell numbers was only evident in the small intestine whereas the thinning of the mucus layer was observed in the colon. While it is not clear as to whether a decline in the goblet cell population in the small intestine can directly influence mucus in the colon, it is possible that mucus levels in the small intestine are also reduced in these animals, although this is not technically possible to measure.The impact of the goblet cell population in the small intestine on mucus levels in the colon, remains to be determined.

*Chd8L*^+/−^ mice also exhibited a higher bacterial load and greater alpha diversity in the colon. Transcriptomic and RT-PCR analyses measured high Reg3β and Reg3γ expression in the gut epithelial cells of *Chd8L*^+/−^ mice, which may, in part, serve to compensate for the higher bacterial load in these mice. While the functional consequences of the increased alpha diversity are not clear, the increased microbiome richness may be related to the overall increase in bacterial load. The observed overall increase in bacterial load was somewhat novel, in part because most microbiome research primarily assesses microflora diversity via 16 S sequencing without any corresponding quantification of bacterial load.

While few changes in bacterial taxa were abundant when comparing murine genotypes, an increase in *A. muciniphila* was observed in *Chd8L*^+/−^ mice. Notably, *A. muciniphila* has previously been proposed as a possible probiotic by impacting intestinal permeability [29], although it can also reportedly cause colitis in some settings. Multiple studies have also detected elevated *A. muciniphila* levels in the context of neurological conditions, including Parkinson’s disease, multiple sclerosis, and autism spectrum disorders [30]. Further research is thus warranted to understand the precise link between this bacterial species and neurological pathogenesis.

Transcriptomic analyses of the gut epithelial cells identified upregulation of several immune system-related genes in *Chd8L*^+/−^ as compared with WT mice, whereas tuft cell marker genes were downregulated. A prior RNA-seq analysis of the brains of adult mice of the same strain detected just five differentially expressed genes [23], whereas the present work found over 900 differentially expressed genes in the gut. This suggests that CHD8 has particularly important gut-specific functions during adulthood. Tuft cells induce type 2 immune responses and are a source of IL-25, which drives a feed-forward signaling pathway involving tuft cells and type 2 innate lymphoid cells (ILC2s) [31]. ILC2s serve as a source of IL-5, IL-9 and IL-13, which contribute to type 2 inflammation. IL-13 has also been shown to drive an increase in goblet cell numbers [31]. Reductions in tuft cell numbers may thereby contribute to a concomitant decrease in goblet cell abundance, thereby reducing the thickness of the mucus layer.

One of the most distinct behavioral phenotypes of *Chd8L*^+/−^ mice, first reported by Katayama et al., is an increase in anxiety-related behaviors [23]. Strikingly, specific deletion of *Chd8* from gut epithelial cells mice was sufficient to recapitulate the anxiety-like behaviors of *Chd8L*^+/−^ mice carrying systemic *Chd8L* haploinsufficiency. However, CHD8^+/ΔIEC^ mice did not exhibit any differences in bacterial load. Since approximately 30% of individuals with *CHD8* mutations display increased anxiety, these data suggest that this phenotype is tightly linked to gut dysregulation [15]. Social behavior deficits may be driven by other cell populations, such as gut immune cells or the enteric nervous system, or by the altered bacterial load, as supported by the effects of antibiotic treatment on social behavior in *Chd8L*^+/−^ mice.

In contrast to findings from *Chd8L*^+/−^ mice, in which tuft cell numbers were only reduced in the small intestine but not the colon, *Chd8*^+/ΔIEC^ mice exhibited fewer tuft cells in both the colon and small intestine relative to WT controls. Given that tuft cell numbers are highly regulated by local microenvironmental conditions, including immune cells, it is possible that systemic CHD8 deficiency masked the effects of epithelial cell *Chd8* haploinsufficiency on colonic tuft cell counts.

RNA-seq analysis of samples collected from both the frontal cortex and amygdala of *Chd8*^+/ΔIEC^ mice found significantly increased *C3* levels and decreased *Dock4* expression in the amygdala. Earlier studies have reported on the role of C3 in innate immunity as well as in anxiety-like behaviors. More specifically, C3-knockout mice exhibited reduced anxiety [32], and Alzheimer’s disease model mice experienced a drop in anxiety when treated with complement inhibitors [33]. In parallel, *Dock4* has been linked to the risk of autism, where *Dock4*-knockout mice reportedly exhibit autism-related behaviors [34]. *Dock4* has also been demonstrated a regulator of goblet cell differentiation and MUC2 production [35]. The dysregulation of immune-related factors, in the form of reduced tuft cell counts and increased expression of immune-related genes in the gastrointestinal tract of *Chd8L*^+/−^ mice, may link between gut-localized alterations and behavioral alterations. Alternatively, an increase in gastrointestinal permeability may allow entry of anxiogenic metabolites to the bloodstream and thereby reach the brain. The anxiety-like phenotypes in *Chd8L*^+/−^ mice may also be the result of pain or discomfort caused by changes in autonomic function [36, 37]. Possible sex-specific differences in the effects of Chd8L deficiencies remain to be determined.

Several works have associated distinct gut microbiome profiles with autism-related behaviors [6]. For example in a three-chamber sociability test, germ-free (GF) mice spent more time in an empty chamber than in a chamber containing stranger mice relative to control animals [6]. In a seperate study using the social novelty paradigm, GF mice spent more time with novel mice than familiar mice when compared with controls [38]. In a murine model of autism, administration of *Bacteroides fragilis*, reportedly increased social communication in the form of vocalizations, reduce anxiety and attenuate repetitive behaviors, although it had no impact on behavior in a three-chamber social interaction test [39]. Microbial transfer has also been found to alleviate certain autism-related symptoms in individuals with autism [40].

Antibiotic treatment was associated with abrogation of social behavior deficits in *Chd8L*^+/−^ mice, providing further support for the suggested benefit of antibiotic treatment in a subset of individuals with autism. For instance, Sandler et al. found that patients affected by regressive onset of autism, as defined by normal development up to two years of age, followed by the onset of autism-associated behaviors, exhibited short-term improvements upon oral vancomycin treatment [41]. In another study, children diagnosed with autism displayed improved SCERTS Assessment Process Observation (SAP-O) scores six months after treatment with antibiotics including amoxicillin and zithromycin [42]. Additional research will be needed to determine whether antibiotic treatment can relieve autism symptoms. Given that the underlying causes of autism can vary substantially across individuals, further research should focus on responses of subgroups of individuals with autism of specific genetic backgrounds or with specific behavioral phenotypes.

In conclusion, *Chd8L* haploinsufficiency induced changes in GI morphology, tuft cell counts, intestinal permeability, bacterial load and alpha diversity in mice. Specifically, *Chd8* knockout in gut epithelial cells (CHD8^+/ΔIEC^) caused anxiety-like behaviors, without impacting social behavior. Treatment of *Chd8L*^+/−^ mice with antibiotics rescued abnormal social behaviors. These results suggest that GI abnormalities may play a role in the symptomology and behavioral phenotypes of autism.

## Materials and Methods

### Animal models

All mice were bred and maintained in the animal facility of the Faculty of Medicine, Bar Ilan University, and experimental procedures were approved by Institute Animal Ethical Care and Use Committee (protocol number 16–8–2017). All mice are kept in a vivarium at 22 °C, on a 12 h light/dark cycle, with food and water available ad libitum. The C57BL/6 CHD8L ^+/−^ mice were as described by Katayama et al. [23], and have been previously phenotyped. The mice were kindly provided by Keiichi I. Nakayma, through Riken BRC mouse resource (Wako, Japan). C57BL/6 Chd8L^+/−^ male mice were crossed with female WT mice to produce WT and C57BL/6 Chd8L^+/−^ mice. To generate gut epithelial cell-specific CHD8 haploinsufficient mice, male villin-Cre^+/−^ mice were crossed with female CHD8fl/fl mice. All offspring were CHD8fl/wt, and half the offspring were also villin-cre^+/−^ (villin cre-positive). Cre-negative (WT) and Cre-positive (CHD8 floxed heterozygote) littermate offsprings were used in all experiments. Haploinsufficient mice were referred to as Chd8^+/ΔIEC^. The floxed CHD8 mice was purchased from Jackson Laboratories (stock number 031555). The test mice used in the experiments were always the first-generation offspring of the above-mentioned breeding schemes. Breeding was performed with the aim to produce 12 mice per experimental group. All behavioral tests were performed on 8–10-week-old mice. Only male mice were used throughout this study.

### Gut permeability assay

Fasting (6 h) 8-week-old mice were gavaged with 14 mL/kg body weight phosphate-buffered saline (PBS, pH 7.4) containing 22 mg/mL FITC-dextran (molecular mass 4.4 kDa; Sigma, St. Louis, MO, USA). A blood sample (150 µl) was collected by orbital retro bulbar puncture 2 h and 6 h after gavage. The blood samples were centrifuged (1000 X g at 4 °C), for 15 min, and the plasma supernatant (50 µl) was mixed with an equal volume of PBS (pH 7.4) and placed in the well of a 96-well microplate (black). The concentration of FITC-dextran was determined by spectrophotometry, at an excitation wavelength of 485 nm (20 nm band width) and an emission wavelength of 530 nm (25 nm band width).

### Histology preparation

The small intestine and colon were excised from 8-week-old mice, immediately submerged in Ethanol-Carnoy’s Fixative at 4 °C for 2 h, and then placed in 100% ethanol, and then in 50%, 75% and 100% xylene, before being embedded in paraffin. Sections (5 µm) were cut from the paraffin blocks.

### Alcian-blue periodic acid Schiff reagent (Ab/PAS) staining

Sections were deparaffinised and stained with alcian blue (Sigma, St. Louis, MO, USA; A5268) for 15 min. After washing with distilled water, they were treated with periodic acid (Sigma, St. Louis, MO, USA; p7875) for 5 min, washed in distilled water for 3 min, and then stained with Schiff reagent (Sigma St. Louis, MO, USA; 3952016) for 10 min. After rinsing sections under running tap water for 5 min, the nuclei were stained with haematoxylin for 1 min. Sections were then dipped into acid alcohol, dehydrated and mounted. Goblet cell counts and mucus layer thicknesswere determined using the ZEN Desk software.

### Immunostaining

After deparaffinisation, antigen was retrieved by incubating sections in sodium citrate buffer (pH = 6) for 20 min, at 60 °C. After cooling, sections were permeabilized with 0.1% Triton X-100, for 10 min and then blocked for 3 h, at room temperature, with 2% BSA (Calbiochem, San Diego, CA, USA; 126575) and 1% goat serum in 0.1% Tris buffer saline and triton-X (TbTx). The tissue sections were then immunofluorescently stained for 1 h, at room temperature and then overnight at 4 °C, with the following anitbodies: anti-CHD8 (1:100) (Abcam, Cambridge, UK; ab84527), anti-ZO-1 (1:200) (Thermo Fisher Scientific; 40–2200) and anti-DCLK1 (1:200) (Abcam, Cambridge, UK; ab31704). The sections were then washed three times with cold TbTx, for 10 min each, and incubated with Alexa 488-labeled anti-rabbit secondary antibody (1:200) (Jackson Immune Research Laboratories, West Grove, PA; 111–545–144) at room temperature for 2 h. After washing three times, for 10 min each, with TbTx, sections were stained with Hoechst (Sigma, St. Louis, MO, USA) (1:1000) and then mounted. The sections were examined with a fluorescence microscope.

### Stool collection, DNA extraction and sequencing of 16 s rRNA gene

Mouse fecal samples were collected directly from the small intestine and colon and stored at −80 °C until analyses. DNA was isolated using the PureLink^TM^ Microbiome DNA Purification Kit, according to the manufacturer’s instructions. The V4 region of the bacterial 16 S rRNA gene was PCR-amplified using the 515 F and 806 R primers [http://www.earthmicrobiome.org/]. Forward primers included unique 12-base barcodes in order to tag PCR products. The PCR reaction included PrimeSTAR Max Premix 1x (Takara Bio, Shiga, JP), 0.4 *μ*M of each primer and 30–100 ng DNA template. Reaction conditions were as follows: initial denaturing for 3 min at 95 °C, followed by 30 cycles of 10 s at 95 °C, 5 s at 55 °C and 5 s at 72 °C. PCR reactions were performed in duplicates for each sample, pooled and purified using the Agencourt AMPure XP kit (Beckman Coulter, Brea, CA, USA). Purified PCR products were quantified using a Qubit dsDNA HS assay kit (Life Technologies, Carlesbad, CA, USA) and 50 ng of each sample was pooled for further sequencing on the Illumina MiSeq platform.

### Bioinformatic analyses of 16 S rRNA gene sequences

16 s rRNA sequencing data were analyzed by the QIIME 1 pipeline [43]. Alpha diversity (within-community diversity) was estimated by the Gini coefficient, a measure of community evenness. Beta diversity (between-community diversity) was calculated using weighted UniFrac distances. The diversity parameters were compared between groups using a nonparametric t-test with Monte Carlo permutations (999) to calculate *p* values. The Benjamini and Hochberg FDR method was then used to correct *p* values for multiple comparisons between different pairs of groups. Linear discriminant analysis (LDA) effect size (LefSe) was determined to identify differences in relative abundance at different taxonomic levels. Values used in analysis were alpha = 0.05 and LDA threshold of 2.0.

### Gut epithelial cell isolation

Epithelial cells were collected from 5 wild type and 7 Chd8L^+/−^ mice. All mice were 8-week-old male littermates. Epithelial cells were isolated as previously described by Zeineldin et al. [44]. Intestinal sections were washed with PBS, and then treated with 0.04% sodium hypochloride for 15 min, on ice. Specimens were then incubated in solution B (2.7 mM KCl, 150 mM NaCl, 1.2 mM KH2PO4, 680 mM Na2HPO4, 1.5 mM EDTA, 0.5 mM DTT) for 15 min, on ice. The specimens were then transferred to PBS and vortexed for 50 s. After repeating tincubation and vortex cycles three times, the solution was centrifuged at 1000 g, 10 min, 4 °C. Epithelial cells were concentrated in the pellet. The collected pellet were resuspended in buffer RLT for RNA purification using the RNeasy Micro kit (Qiagen, Hilden, DE; 74004), following the standard protocol with on-column DNase digestion.

### RNA extraction from brain regions

Mice were sacrificed by rapid decapitation and brains were quickly removed. Sections (2 mm) of the frontal cortex and amygdala were isolated using a 13 G needle, and immediately frozen on dry ice. Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, DE), according to the manufacturer’s protocol.

### RNA sequencing and analysis

Sequencing libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module & NEBNext® Ultra™ II RNA Library Prep Kit for Illumina® sequencing. The 75-base-pair single-end sequencing was performed on the Nextseq 75SR. Reads were mapped to the *Mus musculus* reference genome (mm10) using the Tophat2 software (release Tophat2.0.12). Genes differentially expressed in gut epithelial cells are listed in Supplementary table 1 and mapped reads can be found in Supplementary Table 2. Differentially expressed genes and mapped read files for frontal cortex and amygdala RNA-seq is found in supplementary table 6. Differential gene expression analysis was performed using the DESeq2 pipeline. Enrichment analyses for the Gene Ontology (GO) terms were performed using the online ToppGene Suite software. GO terms were considered significant when the Benjamini and Hochberg FDR adjusted *p* value was below 0.05. The raw data and read count data from this analysis are available at GSE182815. GSEA was performed on genes from the RNA-seq analysis that were ranked by fold-change in expression between the two experimental groups. GSEA was performed as described previously [45], using GSEA v.2.0.1 (http://www.broadinstitute.org/gsea).

### Real-time PCR

RNA was converted to cDNA using the Maxima H minus first strand cDNA synthesis kit with dsDNAse (Thermo Scientific, Waltham, MA, USA). Real-time PCR for tuft cell markers, antimicrobial peptide genes, CHD8 exon 1, exon 11–13 and exon 3 was performed using the Fast Start Universal SYBR Green Master (Roche, Basel CH) and ViiA™7 Real-Time PCR System (Life Technologies, Carlesbad, CA, USA). The PCR program was run for 40 cycles, and included a melting temperature of 95 °C for 10 s, and an annealing temperature of 60 °C for 30 s. Relative quantification of tuft cell abundance in the gut was performed using the ΔΔCt method. The primers used in the reactions are listed in Supplementary Table 4.

### Bacterial load quantification

Bacterial load was quantified as described previously by Nadkarni et al. [46], using Taqman and the ViiA™7 Real-Time PCR System (Life Technologies, Carlesbad, CA, USA). The PCR thermocycler settings were as follows: 40 cycles of 95 °C for 20 s and 60 °C for 20 s. The ΔΔCt method was used to quantify relative bacterial abundance. Primers and probes used in these analyses are listed in Supplementary Table 4.

#### Antibiotic Treatment

Chd8L^+/−^ mice and their WT controls (5 weeks old) were administered a combination of ciprofloxacin (0.04 g/L), metronidazole (0.2 g/L) and vancomycin (0.1 g/L) via their drinking water, for 3 weeks. All antibiotics were purchased from Sigma (St. Louis, MO, USA).

#### Behavioral testing

Mice were habituated to the room for at least 1 h before commencement of each test. Each test was performed on a separate day, usually with a 1-day interval between each test. Animal movement was filmed with a camera, and animal behaviour was tracked and automatically scored by the Noldus Software “ethovision”. All tested animals were included in the analysis unless they left the experimental arena. When necessary (e.g., antibiotics vs. no antibiotics), animals of the same genotype were randomly assigned to different experimental groups.

#### Open-field test

The mouse is placed in the corner of a plastic square box (50 × 50 cm) where it is allowed to move freely for 10 min, under ~120LUX of light. During this time, a camera films and tracks the behavior of the animal, including distance traveled.

#### Light/dark box test

The mouse is placed in a dark plastic chamber (75 × 75 cm) with an opening to a highly lit chamber (~1200 lux). The mouse is allowed to freely move between the two chambers for 5 min. During this time, a camera films and tracks the behavior of the animal, including its exact location inside the box, velocity, and distance travelled.

#### Elevated plus maze

The mouse is placed in the center of a four arms maze. Each arm is 30 cm in length, and two are closed and two are open. The maze is approximately one meter high. The mouse is free to choose which arm it enters for a 5 min period. During this time, a camera films and tracks the behavior of the animals, including where they are found in the maze, velocity, and distance travelled.

#### Social interaction test

The test is performed in a non-glare Perspex box (60 × 40 cm) with two partitions that divide the box into three chambers, left, center and right (20 × 40 cm each). The mouse is placed in the middle chamber for habituation (5 min) while the entry to both side chambers is barred. The test mouse was then allowed to explore the entire arena (10 min), and to freely choose between interacting with a novel mouse in one chamber or remaining in an empty chamber (social test). During this time, a camera films and tracks the behavior of the animals, and time spent in each chamber is measured. To assess mouse sniffing, the interaction between the nose of test mouse and the nose or body of a stranger mouse was analyzed. Interaction within an area of 2 mm was defined as positive sniffing interaction.

#### Marble-burying test

Repetitive marble burying was measured in a non-glare Perspex (20 × 40 cm) chamber. Twenty green glass marbles (15 mm diameter) were arranged in a 4 × 5 grid that covered 2/3 of the apparatus on top of 5 cm clean bedding. Each mouse was placed in the corner that did not contain the marbles and was given 30 min to explore the chamber, after which the number of marbles buried, was counted. “Buried” was defined as 2/3 covered by bedding. Testing was performed under dim light (25 lux).

#### Self-grooming

Each mouse is placed individually into an open-field chamber. After a 10 min habituation period, each mouse is scored using parameters of cumulative time spent grooming during a 20 min session.

#### Statistics

A two-tailed unpaired T-test or two way ANOVA was performed using Graphpad prism 9.3 software. Data are presented as mean ± standard error of the mean (SEM). Supplementary Table 5 summarizes the results of all statistical tests mentioned in this manuscript.

### Supplementary information

Supplementary Figures

Supplementary table 1

Supplementary table 2

Supplementary table 3

Supplementary table 4

Supplementary table 5

Supplementary table 6

## References

[1] Xu Q, Liu YY, Wang X, Tan GH, Li HP, Hulbert SW (2018). Autism-associated CHD8 deficiency impairs axon development and migration of cortical neurons. Mol Autism.

[2] Jolanta Wasilewska J, Klukowski M (2015). Gastrointestinal symptoms and autism spectrum disorder: links and risks – a possible new overlap syndrome. Pediatr Heal Med Ther.

[3] Buie T, Campbell DB, Fuchs GJ, Furuta GT, Levy J, Vandewater J (2010). Evaluation, diagnosis, and treatment of gastrointestinal disorders in individuals with ASDs: a consensus report. Pediatrics.

[4] Mayer EA, Padua D, Tillisch K (2014). Altered brain-gut axis in autism: comorbidity or causative mechanisms?. Bioessays.

[5] Wang LW, Tancredi DJ, Thomas DW (2011). The prevalence of gastrointestinal problems in children across the United States with autism spectrum disorders from families with multiple affected members. J Dev Behav Pediatr.

[6] Oh D, Cheon KA (2020). Alteration of gut microbiota in autism spectrum disorder: An overview. J Korean Acad Child Adolesc Psychiatry..

[7] Strati F, Cavalieri D, Albanese D, De Felice C, Donati C, Hayek J (2017). New evidences on the altered gut microbiota in autism spectrum disorders. Microbiome.

[8] Rose DR, Yang H, Serena G, Sturgeon C, Ma B, Careaga M (2018). Differential immune responses and microbiota profiles in children with autism spectrum disorders and co-morbid gastrointestinal symptoms. Brain Behav Immun.

[9] Kang DW, Ilhan ZE, Isern NG, Hoyt DW, Howsmon DP, Shaffer M (2018). Differences in fecal microbial metabolites and microbiota of children with autism spectrum disorders. Anaerobe.

[10] Sauer AK, Bockmann J, Steinestel K, Boeckers TM, Grabrucker AM (2019). Altered intestinal morphology and microbiota composition in the autism spectrum disorders associated SHANK3 mouse model. Int J Mol Sci.

[11] D’Eufemia P, Celli M, Finocchiaro R, Pacifico L, Viozzi L, Zaccagnini M, et al. Abnormal intestinal permeability in children with autism. Acta Paediatr Int J Paediatr. 1996; 85. 10.1111/j.1651-2227.1996.tb14220.x.10.1111/j.1651-2227.1996.tb14220.x8888921

[12] De Magistris L, Familiari V, Pascotto A, Sapone A, Frolli A, Iardino P (2010). Alterations of the intestinal barrier in patients with autism spectrum disorders and in their first-degree relatives. J Pediatr Gastroenterol Nutr.

[13] Ma J, Rubin BK, Voynow JA (2018). Mucins, mucus, and goblet cells. Chest.

[14] O’Roak BJ, Vives L, Girirajan S, Karakoc E, Krumm N, Coe BP (2012). Sporadic autism exomes reveal a highly interconnected protein network of de novo mutations. Nature.

[15] Bernier R, Golzio C, Xiong B, Stessman HA, Coe BP, Penn O (2014). Disruptive CHD8 mutations define a subtype of autism early in development. Cell.

[16] Stessman HAF, Xiong B, Coe BP, Wang T, Hoekzema K, Fenckova M (2017). Targeted sequencing identifies 91 neurodevelopmental-disorder risk genes with autism and developmental-disability biases. Nat Genet.

[17] Iossifov I, O’Roak BJ, Sanders SJ, Ronemus M, Krumm N, Levy D (2014). The contribution of de novo coding mutations to autism spectrum disorder. Nature.

[18] Stolerman ES, Smith B, Chaubey A, Jones JR (2016). CHD8 intragenic deletion associated with autism spectrum disorder. Eur J Med Genet.

[19] Marfella CG, Imbalzano AN (2007). The Chd family of chromatin remodelers. Mutat Res.

[20] Nishiyama M, Skoultchi AI, Nakayama KI (2012). Histone H1 recruitment by CHD8 is essential for suppression of the Wnt–β-Catenin signaling pathway. Mol Cell Biol.

[21] Durak O, Gao F, Kaeser-Woo YJ, Rueda R, Martorell AJ, Nott A (2016). Chd8 mediates cortical neurogenesis via transcriptional regulation of cell cycle and Wnt signaling. Nat Neurosci.

[22] Noelanders R, Vleminckx K (2017). How Wnt signaling builds the brain: bridging development and disease. Neuroscientist.

[23] Katayama Y, Nishiyama M, Shoji H, Ohkawa Y, Kawamura A, Sato T (2016). CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature.

[24] Ting H-A, von Moltke J (2019). The immune function of tuft cells at gut mucosal surfaces and beyond. J Immunol.

[25] Haber AL, Biton M, Rogel N, Herbst RH, Shekhar K, Smillie C (2017). A single-cell survey of the small intestinal epithelium. Nature.

[26] Westacott LJ, Humby T, Haan N, Brain SA, Bush EL, Toneva M, et al. Complement C3 and C3aR mediate different aspects of emotional behaviours; relevance to risk for psychiatric disorder. Brain Behav Immun. 2022; 99. 10.1016/j.bbi.2021.09.005.10.1016/j.bbi.2021.09.00534543680

[27] Herath M, Hosie S, Bornstein JC, Franks AE, Hill-Yardin EL (2020). The role of the gastrointestinal mucus system in intestinal homeostasis: implications for neurological disorders. Front Cell Infect Microbiol..

[28] Johansson MEV, Ambort D, Pelaseyed T, Schütte A, Gustafsson JK, Ermund A (2011). Composition and functional role of the mucus layers in the intestine. Cell Mol Life Sci..

[29] Luo Y, Lan C, Li H, Ouyang Q, Kong F, Wu A (2022). Rational consideration of Akkermansia muciniphila targeting intestinal health: advantages and challenges. npj Biofilms Microbiomes.

[30] Cirstea M, Radisavljevic N, Finlay BB (2018). Good bug, bad bug: Breaking through microbial stereotypes. Cell Host Microbe.

[31] Von Moltke J, Ji M, Liang HE, Locksley RM (2016). Tuft-cell-derived IL-25 regulates an intestinal ILC2-epithelial response circuit. Nature.

[32] Shi Q, Colodner KJ, Matousek SB, Merry K, Hong S, Kenison JE (2015). Complement C3-deficient mice fail to display age-related hippocampal decline. J Neurosci.

[33] P. Kulkarni A, A. Govender D, J. Kotwal G, A. Kellaway L (2011). Modulation of anxiety behavior by intranasally administered vaccinia virus complement control protein and curcumin in a mouse model of Alzheimers disease. Curr Alzheimer Res.

[34] Guo D, Peng Y, Wang L, Sun X, Wang X, Liang C (2021). Autism-like social deficit generated by Dock4 deficiency is rescued by restoration of Rac1 activity and NMDA receptor function. Mol Psychiatry.

[35] Qin T, Yang J, Huang D, Zhang Z, Huang Y, Chen H (2021). DOCK4 stimulates MUC2 production through its effect on goblet cell differentiation. J Cell Physiol.

[36] Koloski NA, Jones M, Talley NJ (2012). Investigating the directionality of the brain-gut mechanism in functional gastrointestinal disorders. Gut.

[37] Stasi C, Rosselli M, Bellini M, Laffi G, Milani S. Altered neuro-endocrine-immune pathways in the irritable bowel syndrome: The top-down and the bottom-up model. J Gastroenterol. 2012; 47. 10.1007/s00535-012-0627-7.10.1007/s00535-012-0627-722766747

[38] Arentsen T, Raith H, Qian Y, Forssberg H, Heijtz RD (2015). Host microbiota modulates development of social preference in mice. Microb Ecol Heal Dis.

[39] Hsiao EY, McBride SW, Hsien S, Sharon G, Hyde ER, McCue T (2013). Microbiota modulate behavioral and physiological abnormalities associated with neurodevelopmental disorders. Cell.

[40] Kang DW, Adams JB, Coleman DM, Pollard EL, Maldonado J, McDonough-Means S (2019). Long-term benefit of Microbiota Transfer Therapy on autism symptoms and gut microbiota. Sci Rep.

[41] Sandler RH, Finegold SM, Bolte ER, Buchanan CP, Maxwell AP, Väisänen ML (2000). Short-term benefit from oral vancomycin treatment of regressive-onset autism. J Child Neurol.

[42] Kuhn M, Grave S, Bransfield R, Harris S (2012). Long-term antibiotic therapy may be an effective treatment for children co-morbid with Lyme disease and Autism Spectrum Disorder. Med Hypotheses.

[43] Caporaso JG, Kuczynski J, Stombaugh J, Bittinger K, Bushman FD, Costello EK (2010). QIIME allows analysis of high-throughput community sequencing data. Nat Methods.

[44] Zeineldin M, Neufeld K (2012). Isolation of epithelial cells from mouse gastrointestinal tract for western blot or RNA analysis. Bio-Protocol.

[45] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA.

[46] Nadkarni MA, Martin FE, Jacques NA, Hunter N (2002). Determination of bacterial load by real-time PCR using a broad-range (universal) probe and primers set. Microbiology.

# Supplementary material for: CHD8 regulates gut epithelial cell function and affects autism-related behaviors through the gut-brain axis
**Source:** Transl Psychiatry. 2023 Oct 2;13:305. doi: 10.1038/s41398-023-02611-2
**Supplement:** Supplementary file 1 — Supplementary Figures

**Supplementary Figure 1.**

**
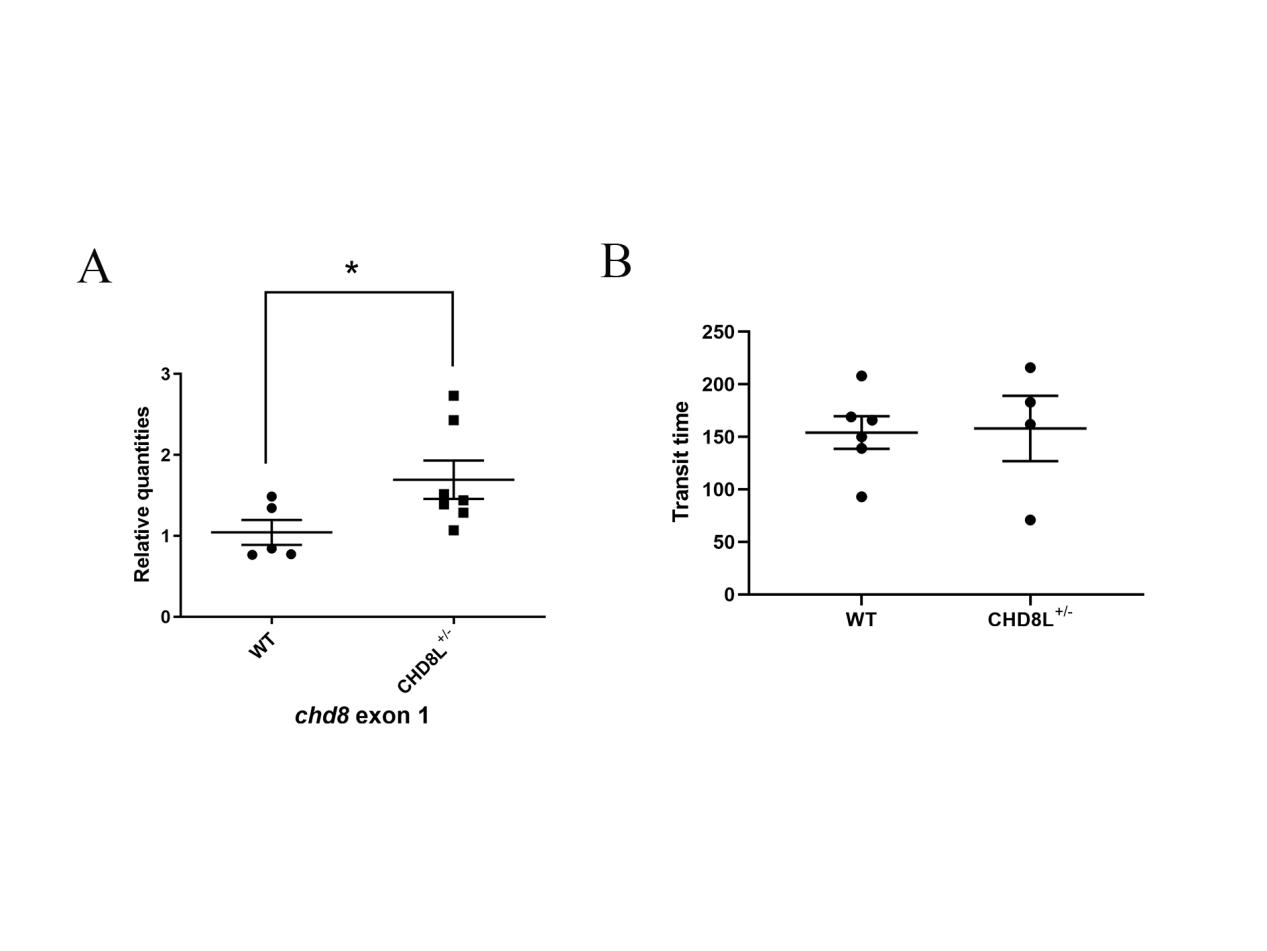
**

**A**. Real-time PCR analyses of *Chd8* exon 1. Relative *Chd8* expression was significantly increased in *Chd8L*^+/-^ mice (*p < 0.05, two-tailed unpaired t-test; WT: n=5, *Chd8L*^+/-^, n=7). **B**. Transit time assay (p > 0.05, two-tailed unpaired t-test; WT: n=6, *Chd8L*^+/-^, n=4). Data are presented as means ± SEM.

**Supplementary Figure 2.**

**
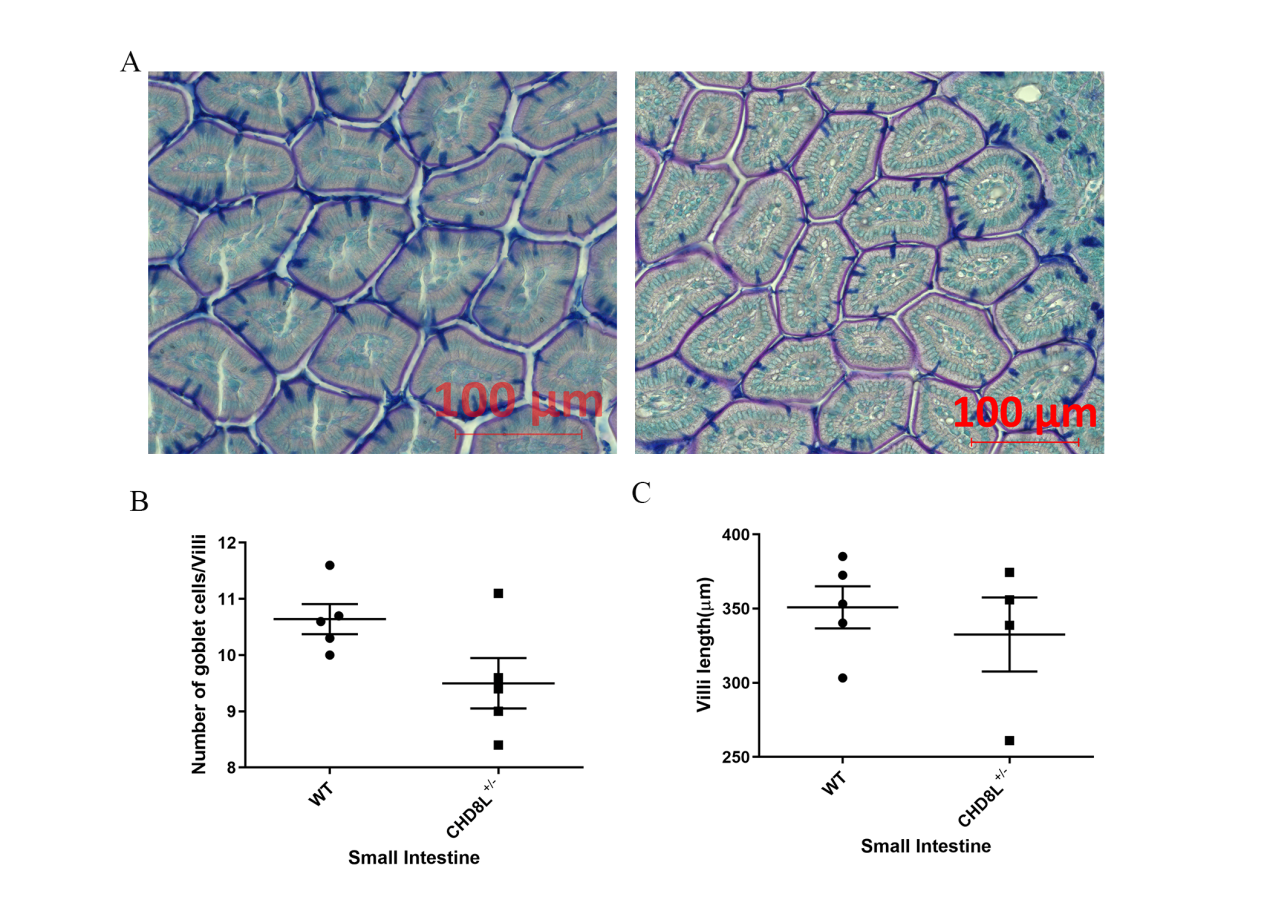
**

**A.** Representative periodic acid Schiff of gut epithelial layer from 4-week-old WT and *Chd8L*^+/-^ mice. **B.** Numbers of goblet cells per villi (p > 0.05). **C**. Villi length (p > 0.05). Data are presented as means ± SEM.

**Supplementary Figure 3.**

**
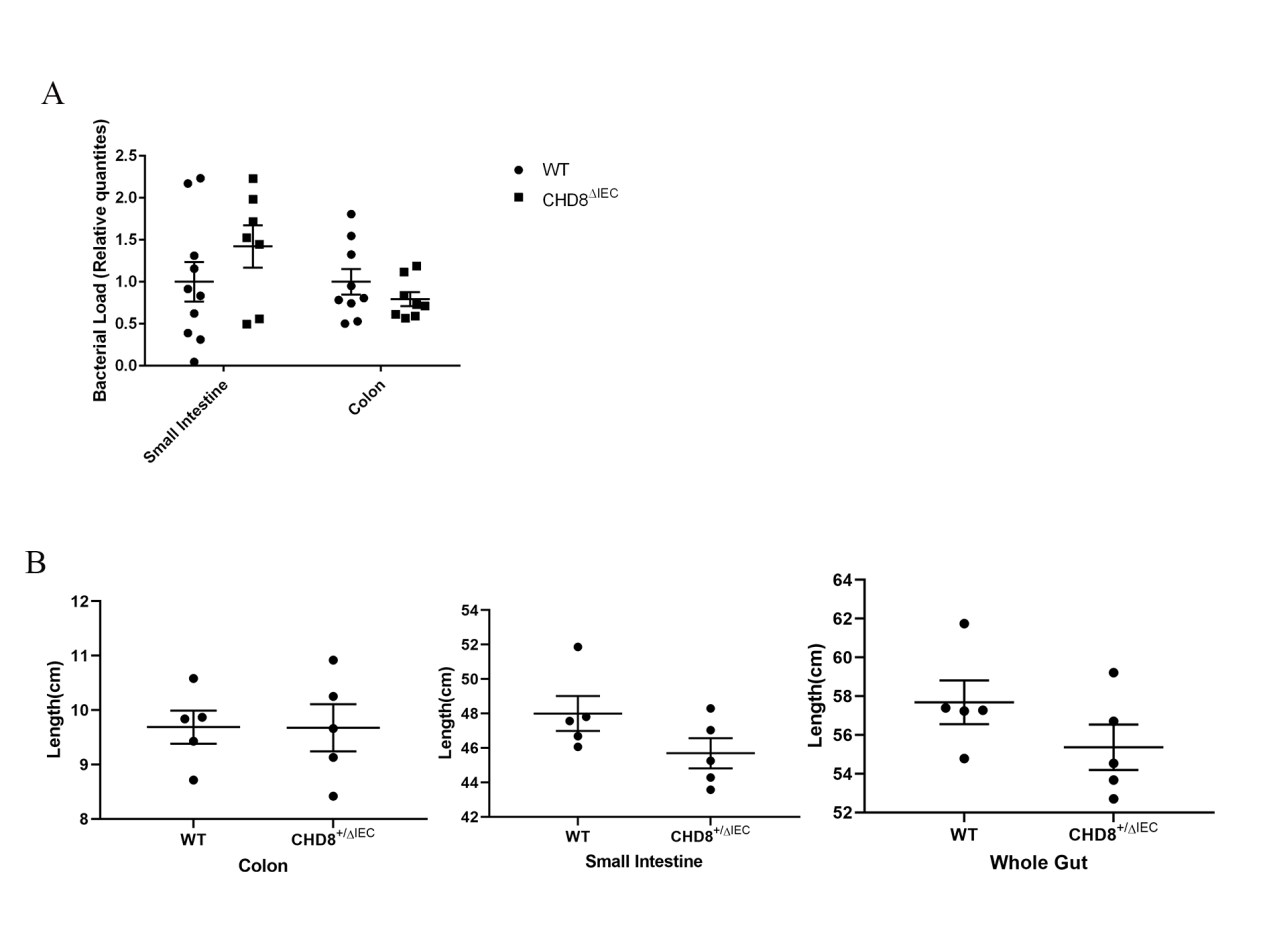
**

**A.** Relative bacterial load in the small intestine and colon of *Chd8*^+/ΔIEC^ and WT mice. (p > 0.05, two-tailed unpaired t-test; WT: n=10, *Chd8*^+/ΔIEC^, n=7). **B.** Colon, small intestine, and whole-gut lengths in WT and CHD8^+/ΔIEC^ mice (n=5 per group). Data are presented as means ± SEM.

**Supplementary Figure 4.**

**
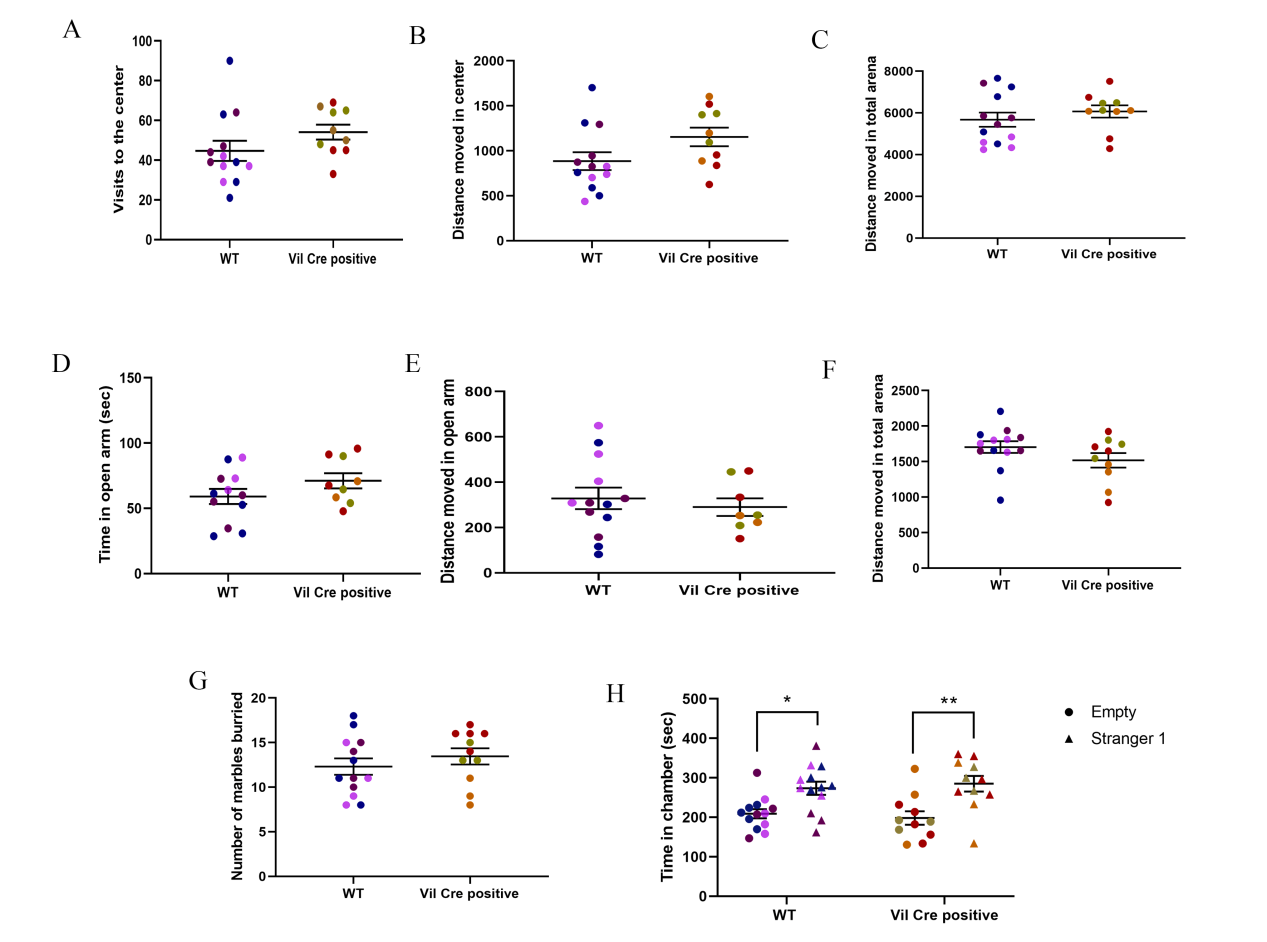
**

**A-C.** Open-field test. **A.** Visits to the center (p > 0.05; unpaired two-tailed t-test; WT: n=13, Vil cre-positive: n=10). **B.** Distance moved in the center (p > 0.05; unpaired two-tailed t-test; WT: n=13, Vil cre-positive: n=10). **C.** Distance moved in the arena (p > 0.05). **D-F.** Elevated plus maze test. **D.** Time spent in open arms (p > 0.05; unpaired two-tailed t-test; WT: n=12, Vil cre-positive: n=9). **E.** Distance moved in open arms (p > 0.05; unpaired two-tailed t-test; WT: n=13, Vil cre-positive: n=8). **F.** Distance moved in the arena (p > 0.05; unpaired two-tailed t-test; WT: n=13, Vil cre-positive: n=10). **G.** Marble burying activity (p > 0.05; unpaired two-tailed t-test; WT: n=13, Vil cre-positive: n=10). **H.** Social preference for stranger mice (*p<0.05; two-way ANOVA with Tukey’s post-hoc test; WT: n=13, Vil cre-positive: n=10). Data are presented as means ± SEM.

**Supplementary Figure 5.**

**
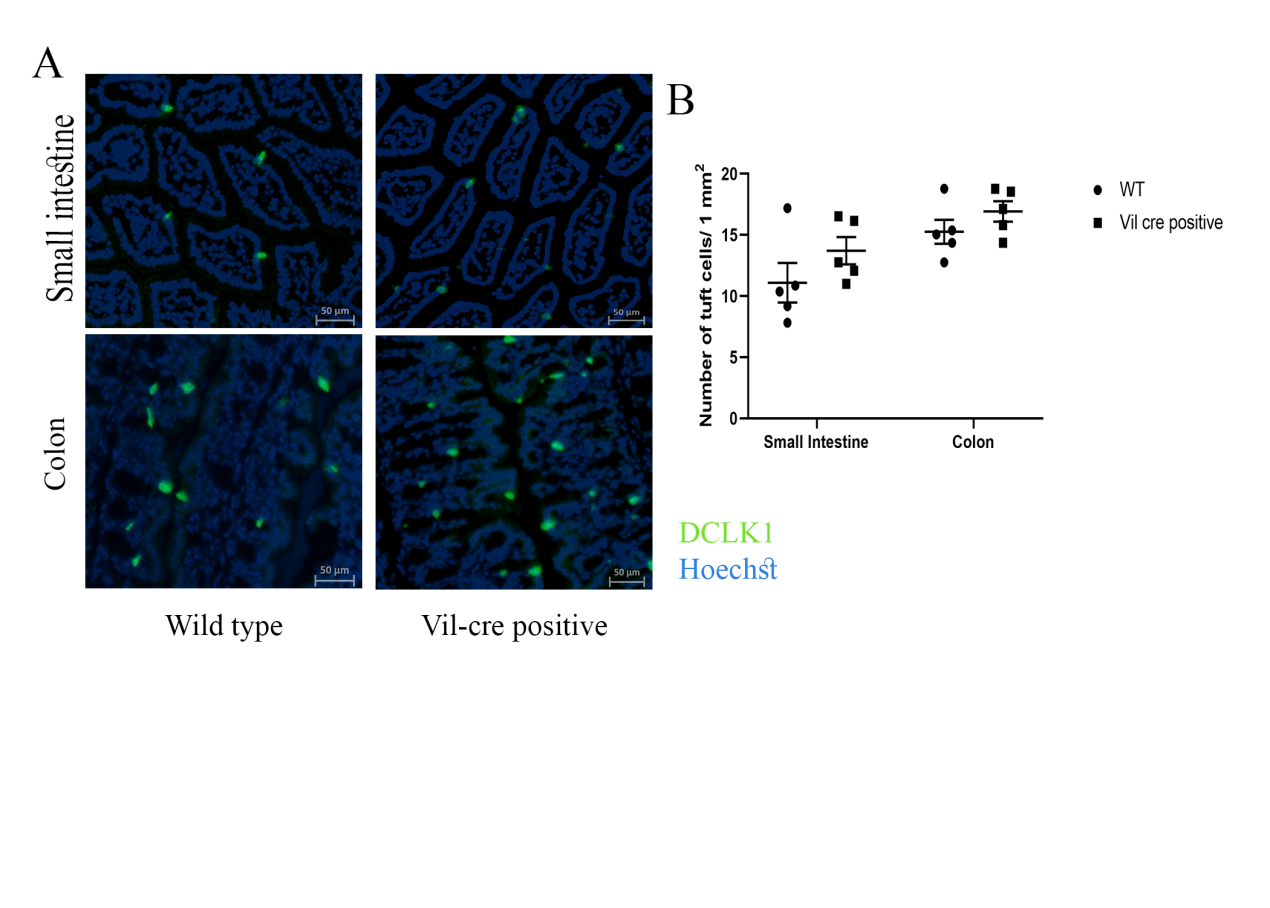
**

**A.** Representative images of DCLK1-stained small intestine and colon samples from WT and Vil cre-positive mice. **B.** Number of tuft cells per mm^2^ in the small intestines and colon. p > 0.05, n=5 for both genotypes. Data are presented as means ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

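Gut epithelial cells of 5 WT and 7 *Chd8L*+/- male littermates, 8 weeks old, were sequenced by the authors from poly(A) RNA as 75-base single-end reads on a NextSeq. The authors mapped the reads to mm10 with Tophat2 and ran the DESeq2 pipeline. The deposited values are a signal per gene and library, which the authors made by dividing the reads counted on each gene by a size factor of the library. The counting program, its annotation, its use of strand and any filter on genes are not named in the paper's text. The table holds 14244 gene rows, with a lowest mean over libraries of 1.04. Of these rows, 21 have a name that a spreadsheet turned into a date and 2 repeat a name; none of these is named here. All 12 columns belong to the 12 mice, matched by library name, and 0 columns belonged to other samples. No member of the lists of cytosolic ribosomal proteins and of mitochondrially encoded genes was found, and these were not analysed here.

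The values of each library are whole multiples of what 1 read is worth, so the reads behind them could be recovered for 100% of the values, with a largest deviation from a whole number of 0.000146. For WT replicates 3 and 4, where 1 read is worth 1.01 and 0.992, a step so near to 1 could not be told from whole counts by a general check of such steps, so those columns were recovered without it; the values are not whole numbers as deposited, and dividing by the step makes them whole. Recovered totals were between 15691662 and 20761315 reads per library. At this depth 12814 genes had a mean of 10 or more recovered reads, and relative counting error is largest for the genes with few reads.

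The comparison of genotypes used all 12 libraries without a block. For normalized values, the test was limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend) on log2(value + 1), for genes with a mean of at least 10 (12808 genes), with Benjamini-Hochberg adjustment and an adjusted p of 0.05 or less. The test written for the case that the table held counts was not used, as the table holds normalized values. Gene lists were tested with camera with a preset correlation of 0.01, and the value of a list is the median log2 fold change of its members. Of 27 lists, 25 had at least 3 tested members. They cover tuft, goblet, Paneth, enteroendocrine, enterocyte and stem cells, T and B lymphocytes and both together, myeloid, stromal and pancreatic acinar cells, oxidative phosphorylation, the cell cycle (from Seurat 5.3.0), the tissue dissociation response, the circadian clock, the glucocorticoid response, the proximal and distal small intestine, the colon, antimicrobial factors, MHC class II, the interferon response, Wnt targets and tight junctions. The tests, the alternatives set beforehand and these lists were written before the data were examined, but after the paper's own supplementary tables had been read, which hold results and the first rows of normalized values from the same libraries. Single genes and list means were also compared with a two-sided exact permutation test over every split of the libraries, in which the smallest possible p is 0.00126.

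The genes named are *Chd8*, the genes whose RNA the paper's results or Fig. 2 name (with *Matk1* and *Clec4a* taken to be the *Matk* and *Clec4a1* of the primer table), genes from among the 5 with the smallest adjusted p in each direction (ties by p), and any gene past the threshold that ranks above *Reg3b* or *Reg3g* by log2 fold change, of which there was none. The genes near *Chd8* and the single genes of the distal small intestine in the closing section were chosen after their values were seen. Gene positions, transcript lengths and GC content come from GENCODE release M21 on GRCm38, the build that mm10 names; 14050 gene names matched by symbol and 92 by synonym, and 99.3% of the genes had a length. The annotation is not necessarily the one the authors used.

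Alternatives set beforehand were a pseudocount of 0.5 or 5, no filter, at least 10 in every library, quantile normalization, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the replicate number or the letter that opens the library name as a block, 1 surrogate variable (sva 3.50.0), each library left out in turn, camera with an estimated correlation, and fry. Added after the values were seen were a correction for gene length and GC content (natural splines with 4 degrees of freedom, also without WT replicate 2), DESeq2 and edgeR with each library left out, the exact test of list means, and DESeq2 with its filter set for the 0.05 threshold, without Cook's distance filter, without independent filtering, without both, without outlier replacement, without that and Cook's distance filter, and with a prior on fold changes. DESeq2 was first run with its filter set for the 0.05 threshold; its default settings, written beforehand for a table of counts, replaced this after both results and the paper's table had been seen.

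The steps were tested on simulated data: reads were drawn for the real genes from the real means and library sizes, each gene independently. Of these, 200 genes with means well above the filter were changed by 2 on the log2 scale. The simulation held no variation shared between genes and no outlying library, so its rates need not hold for the real libraries. Limma recovered 96.5% of them among 12792 genes tested, with 10 of 203 calls false. EdgeR recovered 97.0% among 12890 genes with 9 of 203 calls false, and DESeq2 recovered 98.5% among 14244 genes with 42 of 239 calls false. With no gene changed, limma called 0 of 12796 genes. The recovery of reads was exact for 100% of the simulated values. The lists of type 2 tuft cell markers and of Gene Ontology terms behind the paper's enrichment results, the brain libraries and the other assays were not analysed here. Of Supplementary Table 1, 1999 of its 14244 rows were held, so no overlap test was run on it.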

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

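The tests in this part were chosen after the results were seen. The 3 differentially expressed genes, which the paper's text does not discuss, were lower in all 7 *Chd8L*+/- libraries than in any WT library: *Hspa1a* with a log2 fold change of -2.18, *Hspa1b* with -2.13 and *Tsc22d3* with -0.88. *Hspa1a* and *Hspa1b* are heat shock genes that also respond to handling of tissue, and *Tsc22d3* responds to glucocorticoids. A candidate explanation is a difference in how the tissue was dissociated. Without these 3 genes, the remaining 18 genes of the dissociation list were lower by a mean of -0.34 (16 of 18 lower), and the exact permutation p was 0.0896, both unadjusted and adjusted over the 2 lists tried. Another candidate explanation is a lower glucocorticoid response, and the remaining 8 genes of that list were lower by a mean of -0.43 (5 of 8 lower), with an exact permutation p of 0.0391, or 0.0783 adjusted over the 2 lists. Neither adjusted p reached 0.05, and with so few genes and libraries these explanations cannot be told apart from each other or from an effect of genotype, which stays open as untested. *Hspa1a* and *Hspa1b* could share reads; the sum of their reads was not tested. Library depth did not differ between genotypes (exact permutation p = 0.705). With the trends on length and GC content removed, the adjusted p of all 3 genes was 0.0520. In WT replicate 2 *Hspa1a* stood at 830.0 normalized counts, the highest of all libraries.

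A library lay far from the others of its genotype in 5 of the 84 groups tested, where chance gives 4.2. *Itga2* was high in WT replicate 2 (7.58 on the log2(value + 1) scale, with the other WT libraries around 6.48) and low in *Chd8L*+/- replicate 6 (7.25, with a median of 7.88 in the others). The mean of the enterocyte list was low in WT replicate 2 (14.6, against 15.5 to 15.6 in the other WT libraries). The mean of the proximal small intestine list was high in WT replicate 1 (11.5, against 10.4 to 10.7). The mean of the distal small intestine list was low in *Chd8L*+/- replicate 6 (7.31, against 9.96 to 11.8). Fabp6, a gene of the distal small intestine, stood at 42.8 normalized counts in *Chd8L*+/- replicate 6 and at 2376 or more in every other library. Of the other genes of that list, Slc10a2, Slc51a, Slc51b, Cubn and Amn were also lowest in that library. Nr1h4 (361, with 306 in WT replicate 1) and Fgf15 (6.37, with 6.09 in WT replicate 2) were not. A candidate explanation is that another stretch of the intestine was collected from the mouse of *Chd8L*+/- replicate 6. Proximal genes were 0.41 above the median of the other *Chd8L*+/- libraries in that library, and the distal list differed from that median by -3.14 on the log2 scale, which leaves the explanation open because a single library decides nothing. As the number of such groups is near what chance gives, no pattern is read from them. No biological explanation was tested for them.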

How the results depend on the processing

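The correction for length and GC content, the exact tests of list means, the settings of DESeq2 beyond its defaults and the omission of libraries in DESeq2 and edgeR were chosen after the values were seen; the other alternatives were set beforehand, and the default settings of DESeq2 were preferred over a filter set for the 0.05 threshold after both results and the paper's table had been seen. None of the log2 fold changes of the genes and lists compared here changed direction under any of the alternatives. The balance of lower and higher calls did change: without WT replicate 4, limma called 0 lower genes and 1 higher gene.

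The number of differentially expressed genes depended strongly on single libraries and on the tool. Limma called 3 genes (3 lower, 0 higher) with pseudocounts of 0.5 and 5, no filter, at least 10 in every library and quantile normalization too, and the same 3 genes each time. EdgeR on the recovered reads called 5 genes, 5 of them lower, and DESeq2 called 811, 580 lower and 231 higher, among them the 3 genes. With its filter set for the 0.05 threshold DESeq2 called 808 (576 lower, 232 higher), without Cook's distance filter 812 (581, 231), without independent filtering 779 (549, 230), without both 781 (551, 230), without outlier replacement 810 (579, 231), and 810 (579, 231) also without that and Cook's distance filter, and with a prior on fold changes 799 (578, 221). The surrogate variable, whose overlap with genotype was not measured, left 2 genes. The correction for length and GC content left 0, with an adjusted p of 0.0520 for the 3 genes and 3019 genes at an unadjusted p of 0.05 or less; without WT replicate 2 as well, it called 3574. With the letter of the library name as a block there were 451 genes, 276 lower and 175 higher, with all 3 among them. What the letter means is not stated in the paper's text, and letter D holds only *Chd8L*+/- replicate 7. Across the fits that each left out a library, limma gave from 0 genes to 3534 genes without WT replicate 2 (1745 lower and 1789 higher), 8 without *Chd8L*+/- replicate 6, 2 without WT replicate 3, 1 without WT replicate 4 and 0 without each of the others, where 2241 to 3295 genes had an unadjusted p of 0.05 or less. DESeq2 gave from 70 genes without WT replicate 3 to 4112 without WT replicate 2, and edgeR from 0 to 3388 without WT replicate 2, so that over these tools the count lay from 0 to 4112 genes, from 0 to 1979 lower and from 0 to 2133 higher. In limma, DESeq2 and edgeR the count was highest without WT replicate 2, and its omission was not chosen as the main result. The cause of the difference between tools was not tested, although in the simulated data DESeq2 made 42 false calls among 239 and limma 10 among 203. The simulated genes varied independently, unlike those of the real libraries, so these rates do not explain the difference.

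With the replicate number as a block, limma called 0 genes (0 lower), with 2327 genes at an unadjusted p of 0.05 or less. The replicate numbers showed no pairing of the mice: the correlations of deviations from the group means for replicates 1 to 5 were 0.19, -0.34, -0.13, -0.17 and -0.23. The number that follows the letter in each library name was not tried as a block. The mice were littermates, so a grouping by litter was not excluded. Libraries sharing a letter had a mean correlation of 0.038 over 15 pairs, and the other 51 pairs -0.125.

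*Chd8* kept a log2 fold change from 0.39 to 0.49 with each library left out, and passed the threshold with DESeq2 (0.44, and 0.43 with the prior) in every setting tried on all libraries, and without WT replicate 2. *Reg3b* ranged from 2.22 to 3.37 and *Reg3g* from 2.19 to 3.26 with a library left out. Both passed the threshold without WT replicate 2, with DESeq2 (2.99 and 3.10) in every setting tried on all libraries except the prior on fold changes (0.73 for both) and with the letter as a block (3.94 and 3.86). Among the single genes compared, 35 other outcomes under the alternatives set beforehand were stronger, 32 weaker and 238 unchanged in call; under those added later, 77 were stronger, 3 weaker and 32 unchanged.

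The tuft cell, oxidative phosphorylation and cell cycle lists, with median log2 fold changes of -1.76, -0.47 and 0.91, were past the threshold of camera with its preset correlation but not with the estimated correlation or fry, where the medians are by construction the same. Their exact tests, on differences in list means of -1.66, -0.46 and 0.83, had an adjusted p of 0.110 over the lists. With a surrogate variable the cell cycle list fell to 0.096 (adjusted p = 0.0539), and the lymphocyte list, at -0.22, passed the threshold of camera (adjusted p = 0.0186). Whether the variable removed unwanted variation or a genotype effect cannot be told. Leaving out a library moved the tuft cell list from -2.24 to -1.47, oxidative phosphorylation from -0.56 to -0.39, the cell cycle from 0.70 to 1.20, and the lymphocyte list from -0.30 to -0.0077, which was past the threshold only without WT replicate 5; its lowest size, -0.0077, came without WT replicate 3.

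The alternatives written for a table of counts (other normalizations in edgeR and filters on counts) were not run, because the table holds normalized values. Depth limits the genes with few reads: *Gm21451* had a mean of 1.64 normalized counts in WT libraries.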

Differences from the paper's values

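The paper's text gives 581 downregulated and 339 upregulated genes, and the legend of Fig. 2 gives 920 in all. Limma on log2(value + 1) gave 3 genes, 3 lower and 0 higher. Of the alternatives set before the data were examined, DESeq2 on the recovered reads came within 1.5 times of all 3 of these values, with 811 genes, 580 lower and 231 higher. None of the other alternatives set before the data were examined came within 1.5 times of any of the 3 values. The paper's methods name DESeq2. Chosen after the values were seen, DESeq2 without Cook's distance filter gave 581 lower genes, the paper's number, with 231 higher and 812 in all. The other DESeq2 settings on all libraries, also chosen after the values were seen, gave 779 to 810 genes, 549 to 579 lower and 221 to 232 higher. With a library left out, DESeq2 gave 70 to 4112 genes, of which the nearest to 920 were 854 without *Chd8L*+/- replicate 6 and 870 without *Chd8L*+/- replicate 7. None of the settings tried gave 339 or 920.

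The copy of Supplementary Table 1 held here has 1999 of its 14244 rows in all and is sorted by p. It lists 811 genes with an adjusted p of 0.05 or less, 580 lower and 231 higher, against 3, 3 and 0 here. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave the same 3 counts as the table, and its default settings were taken up after both had been seen. With the letter block the 175 higher genes were within 1.5 times of the table's 231, and no other such alternative was. The paper's own text and table differ in the upregulated genes, 339 against 231. The sheet of the table is named as holding genes with the library that is WT replicate 2 here. Without that library DESeq2 gave 4112 genes, in a fit chosen after the values were seen. The libraries behind the counts of the text are not stated in it. The table's log2 fold changes are WT over *Chd8L*+/-, the opposite direction to those used here. On the table's scale, the log2 fold changes from limma of all 17 genes compared differed from the table's by less than the larger of the 2 standard errors, limma's and the table's. *Clec4a1* (2.09 against the paper's 2.64) and *Gnat3* (2.23 against the paper's 2.74) differed by more than the table's own standard error (0.546 and 0.490). The log2 fold changes of DESeq2 on the recovered reads differed from the table by at most 1.7e-05.

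The paper ranks *Reg3b* and *Reg3g* among the most upregulated genes. Limma placed them at ranks 3 and 5 by log2 fold change, but with adjusted p-values of 0.129 and 0.147; they passed the threshold with DESeq2 (0.0422 and 0.0383), with the letter block (0.0434 for both) and without WT replicate 2 (0.0203 and 0.0303). Of the settings chosen after the values were seen, each of DESeq2's except the prior on fold changes called both. In Fig. 2G, by real-time PCR, the paper reports a lower expression of *Dclk1*, *Matk1*, *Clec4a* and *Gnat3*. In the sequencing values *Matk1* was taken here to be *Matk*, and *Clec4a* to be *Clec4a1*, as the paper's primer table writes them. Limma's adjusted p-values for *Dclk1*, *Matk*, *Clec4a1* and *Gnat3* were between 0.121 and 0.133, and all 4 were called by DESeq2 in every setting tried on all libraries (0.0361, 0.0154, 0.000641 and 4.66e-05 with its defaults), with the letter block and without WT replicate 2. The paper reports genes of immune cells among the upregulated genes. The median log2 fold change of the lymphocyte list was -0.18 (adjusted p = 0.355 from camera) and that of the myeloid list was 0.64.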

Other observations

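Apart from the following, the tests in this part were chosen after the results were seen. The counts over other splits of the libraries were written before they were run. The list medians, the fit with the letter as a block, camera with its estimated correlation and fry were set beforehand. Of 100 splits of the 12 libraries into 5 and 7, drawn at random with the real one included, 4 gave as many differentially expressed genes as the genotypes did, with 95 giving 0 and the highest giving 1746. For the number of genes with an unadjusted p of 0.05 or less, 8 of the 100 splits gave as many as the 3110 found, and for the number of lists past the threshold of camera with its preset correlation, 58 of the 100 gave as many as 10. Few splits gave as many calls, while the number of genes at an unadjusted p and the number of lists were not rare among splits. Every other split with at least 3110 genes at an unadjusted p put WT replicates 1, 3 and 4 on one side and WT replicate 2 on the other. Those splits therefore overlap with the split by genotype and are not unrelated groupings. The splits with more calls were 3. In 2 of them WT replicates 1, 3 and 4 were together without WT replicate 2 (1746 and 898 genes), and in 1 WT replicate 2 was grouped with 4 *Chd8L*+/- libraries (395 genes).

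WT replicate 2 correlates with the *Chd8L*+/- libraries more than with WT libraries (median correlation 0.968 against 0.929). Among the 1845 genes that separate the other 11 libraries by genotype, WT replicate 2 lay nearer to the WT libraries in 54, or 2.93%; with each other library left out in turn, the left-out library lay nearer to its own genotype in between 39.9% and 87.0% of the 77 to 163 genes that then separated the rest. A mislabelled sample is a candidate explanation. In the 42 separating genes within 20 Mb of *Chd8*, WT replicate 2 lay nearer to the WT libraries in 14.3%, while for *Chd8*, *Hspa1a* and *Tsc22d3* it lay on the WT side, as it did for 8 of the 10 genes near *Chd8* in the next paragraph, which were chosen with WT replicate 2 counted as WT. These values are from a single library and cannot be told apart from a WT mouse whose epithelium resembled that of *Chd8L*+/- mice. No biological explanation was tested.

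Genes near *Chd8* were frequent among those with the smallest p. Of the 100 genes with the smallest p, 10 lay within 20 Mb of *Chd8* on chromosome 14, where 1.82 would be expected from the 231 genes tested there (Fisher's exact test, p = 1.35e-05, over genes, which are not independent). None of 12324 windows of the same size around other genes (0%) held as many; the highest held 8. Among the 10 were *Chd8* itself, *Klhl33* (log2 fold change 2.04), *Ang* (-0.93) and *Rpph1* (-1.37), and, near 69 Mb, *Gm21451* (3.30), *Entpd4* (0.67), *Entpd4b* (0.73) and *Loxl2* (2.37). A candidate explanation is strain variants linked to the targeted allele; the windows are consistent with this, but strain variants were not measured, the paper describes the mice as C57BL/6, and the window of 20 Mb was chosen after the genes were seen. Reads shared between near-identical copies of *Entpd4* and *Gm21451* were tested as a cause: with the genes within 1 Mb of *Gm21451* left out, and the 100 genes with the smallest p taken anew from the rest, 7 of the 100 lay in the window, as in 1.76% of windows elsewhere, which argues against shared reads as the whole cause. An effect of the targeted allele on its neighbourhood remains open, untested.

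Longer genes tended to be higher in *Chd8L*+/- libraries. The correlation of log2 fold change with log2 transcript length was 0.20 across genes, which are not independent replicates, and the median log2 fold change ran from -0.16 in the shortest of 5 groups of genes (median length 1407 bases) to 0.12 in the longest (6720 bases). Removing the trends on length and GC content left the median log2 fold change of oxidative phosphorylation at -0.32 (exact permutation p = 0.0164), the cell cycle at 0.87 (p = 0.0215), tuft cells at -1.70 (p = 0.0278) and *Chd8* at 0.28 (p = 0.00126, the smallest possible), which argues against these trends as the whole cause of any of them. The change in oxidative phosphorylation, whose genes are short, was smaller after the correction.

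Stromal cell genes had the largest median increase of the lists tested, 1.72 over 12 genes, all higher in *Chd8L*+/- libraries, although the exact test of the list mean gave p = 0.0682. A lower share of epithelial cells would raise all other cell types alike only if none of them come along with the epithelium. The lymphocyte list did not follow: the difference between genotypes of the stromal minus the lymphocyte list mean was 1.70 (exact permutation p = 0.0442). Whether lymphocytes came along with the epithelium was not tested. This difference therefore cannot decide on a lower share of epithelial cells, and more stromal tissue in the preparations also stays open. The myeloid list went with the stromal list, at a median of 0.64 with 13 of 14 genes higher. All 7 *Chd8L*+/- libraries lay above the WT median of the myeloid list, so a lower share of epithelial cells is not excluded. Which of the 12 genes epithelial cells also express was not checked.

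A batch that follows the letter of the library names was tested as an explanation of the rise in *Reg3b*. With the letter as a block the log2 fold change was 3.94, which argues against it. Within letters A, B and C the difference in log2 *Reg3b* was 2.89, 5.77 and 3.72, over 3 or 4 libraries each, too few to test. The list means differed by -1.34, -3.27 and -1.80 for tuft cells, by -0.25, -0.77 and -0.65 for oxidative phosphorylation, by 0.36, 1.09 and 1.56 for the cell cycle, and by -0.08, 1.31 and -1.47 for lymphocytes.

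The median log2 fold changes of the remaining lists were 0.38 for stem cells, -0.06 for T lymphocytes, -0.41 for B lymphocytes, -1.77 for pancreatic acinar cells (3 genes), -0.40 for the tissue dissociation response, -0.58 for the circadian clock, -0.83 for the glucocorticoid response, -0.22 for the proximal and -0.19 for the distal small intestine, 0.08 for the colon, 0.63 for antimicrobial factors, 0.19 for MHC class II, -0.17 for the interferon response, 0.35 for Wnt targets and -0.09 for tight junctions. With the correlation estimated, 0 of the 25 lists were past camera's threshold, and fry called 1, the glucocorticoid response (adjusted p = 0.0461).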
